# Ablation of Selenbp1 Alters Lipid Metabolism via the Pparα Pathway in Mouse Kidney

**DOI:** 10.3390/ijms22105334

**Published:** 2021-05-19

**Authors:** Yingxia Song, Atsushi Kurose, Renshi Li, Tomoki Takeda, Yuko Onomura, Takayuki Koga, Junpei Mutoh, Takumi Ishida, Yoshitaka Tanaka, Yuji Ishii

**Keywords:** selenium binding protein 1, peroxisome proliferator-activated receptor-alpha, Ppar, mouse, kidney, lipid metabolism, oxidative stress

## Abstract

Selenium-binding protein 1 (Selenbp1) is a 2,3,7,8-tetrechlorodibenzo-*p*-dioxin inducible protein whose function is yet to be comprehensively elucidated. As the highly homologous isoform, Selenbp2, is expressed at low levels in the kidney, it is worthwhile comparing wild-type C57BL mice and Selenbp1-deficient mice under dioxin-free conditions. Accordingly, we conducted a mouse metabolomics analysis under non-dioxin-treated conditions. DNA microarray analysis was performed based on observed changes in lipid metabolism-related factors. The results showed fluctuations in the expression of numerous genes. Real-time RT-PCR confirmed the decreased expression levels of the cytochrome P450 4a (Cyp4a) subfamily, known to be involved in fatty acid ω- and ω-1 hydroxylation. Furthermore, peroxisome proliferator-activated receptor-α (Pparα) and retinoid-X-receptor-α (Rxrα), which form a heterodimer with Pparα to promote gene expression, were simultaneously reduced. This indicated that reduced Cyp4a expression was mediated via decreased Pparα and Rxrα. In line with this finding, increased levels of leukotrienes and prostaglandins were detected. Conversely, decreased hydrogen peroxide levels and reduced superoxide dismutase (SOD) activity supported the suppression of the renal expression of Sod1 and Sod2 in Selenbp1-deficient mice. Therefore, we infer that ablation of Selenbp1 elicits oxidative stress caused by increased levels of superoxide anions, which alters lipid metabolism via the Pparα pathway.

## 1. Introduction

Selenium is an essential trace element that is incorporated into selenoproteins as selenocysteine to mediate its functions. There are 25 and 24 selenoprotein genes in the human and mouse genome, respectively [1,2]. Selenoproteins are primarily involved in redox homeostasis, regulation of signaling cascades, and antioxidant defense [1,2]. However, the precise function of numerous selenoproteins remains unknown [3,4]. Selenium-binding protein 1 (Selenbp1) is a highly conserved and unconventional selenoprotein with distinct (perselenide) or undetermined selenium chemistry [5]. It was first discovered in the mouse liver [6]. The human *SELENBP1* gene is located at 1q21.3, which is homologous to the mouse *Selenbp1* (*SBP56*) gene, which encodes a 56 kDa protein and stably binds with selenium [6,7]. Human SELENBP1 mRNA is ubiquitously expressed, with the highest expression detected in the adult kidney, duodenum, liver, lung, and brain [8]. A recent study demonstrated that mutation of human SELENBP1 can result in halitosis [9]. The transfection of human SELENBP1 into the cell serves as a methanethiol oxidase to form hydrogen sulfide from methanethiol [9]. However, the function of purified SELENBP1 has yet to be confirmed experimentally. Reduced levels of SELENBP1 have been associated with carcinogenesis and poor outcomes in patients [10,11,12]. In contrast, patients with schizophrenia have shown elevated brain SELENBP1 levels [13]. In mice, Selenbp1 is a cytosolic protein that is highly expressed in the liver, kidneys, and gonads [6]. The molecular basis of Selenbp1 needs to be comprehensively elucidated. Several reports have suggested that Selenbp1 is involved in intra-Golgi protein transport [14] and plays important roles in ubiquitination/deubiquitination pathways [15], cell expansion [16], and modulation of oxidative stress [17]. In mice, Selenbp2 is highly homologous to Selenbp1 [18]. In cells, acetaminophen reactive metabolites bind to Selenbp1 along with Selenbp2 [19]. Previous studies have revealed that exposure to 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD, dioxin) or dioxin-like compounds induce various toxicities in living organisms, including immunosuppression, liver damage, and carcinogenic promotion [20]. Dioxin migrates into the nucleus by binding to the aryl hydrocarbon receptor (AhR), which is localized in the cytosol, forms a heterodimer with the nuclear translocator (Arnt) [21], and binds to a xenobiotic responsive element (XRE) [22]. We previously demonstrated that dioxin-like coplanar polychlorinated biphenyl, 3,3′,4,4′,5-pentachlorobiphenyl (PCB126), and 3-methylcholanthrene significantly induce the expression of Selenbp1 protein in the rat liver [23]. Selenbp1 may be involved in TCDD-induced toxicity, but only a few differences were observed between Selenbp1 knockout (KO) and wild-type (WT) mice in apparent phenotypes, possibly due to the compensatory effect of Selenbp2 on the functions of Selenbp1 [24]. In contrast, our preliminary study suggested that 20 h of fasting did not affect Selenbp1 mRNA expression, but significantly reduced Selenbp2 mRNA expression in the kidney. As the kidney level of Selenbp2 is low [18], we aimed to clarify the role of dioxin-inducible Selenbp1 in the kidney by eliminating other factors altered by dioxin. To address this issue, we performed metabolomic and DNA microarray analyses of the kidneys to examine the effect of Selenbp1 ablation. Based on the observed results, it can be suggested that ablation of Selenbp1 alters the lipid metabolism via downregulation of peroxisome proliferator-activated receptor-α (Pparα (Ppara)).

## 2. Results

### 2.1. Expression Levels of Selenbp1 and Selenbp2 in the Kidney under Fasting and Non-Fasting Conditions

In WT and Selenbp1-KO mice, the mRNA expression levels of Selenbp2 considerably differed under fasting conditions when compared with non-fasting conditions. After 20 h of fasting, the mRNA expression level of Selenbp2 was significantly decreased in both WT and Selenbp1-KO mice (Figure 1A). In contrast, the mRNA expression levels of Selenbp1 in the kidney were comparable under fasting and non-fasting conditions. Immunoblotting analysis further showed that Selenbp levels in the kidney were unchanged under fasting and non-fasting conditions in WT mice. However, the protein expression level of Selenbp in the kidneys of Selenbp1-KO mice was undetectable under both fasting and non-fasting conditions (Figure 1B,C). Therefore, the protein band observed in the kidney and cross-reacted with the anti-Selenbp1 antibody is Selenbp1.

### 2.2. Metabolomic Changes in the Kidney of Selenbp1-KO Mice

Kidney extracts were subjected to metabolomic analysis using ultra-performance liquid chromatography-time of flight mass spectrometry (UPLC-TOF/MS) to identify prominent metabolite variations, as well as the metabolites responsible for such variations. Based on the principal component analysis (PCA) of the metabolomics data obtained from UPLC-TOF/MS in positive ion and negative mode (Figure 2A,B), the clusters of the plots for the two experimental animal groups were distinctly separated from each other. This observation suggested that the kidney metabolome markedly varied between Selenbp1-KO and WT mice. Further analysis using *S*-plots indicated an increased or decreased number of mass ions fragmented from renal components (Figure 2C,D). In the *S*-plots, compounds with a correlation coefficient smaller than −0.8 or greater than +0.8 are highlighted. The *S*-plot was used to select potential biomarkers and visualize metabolomic changes. The more distant the red dots were, the more likely the biomarker candidates; this could be attributed to their high contributions and correlations. Database information regarding the mass and retention times of these ions suggested that several cellular components were altered, including fatty acid biosynthesis, prostaglandin and leukotriene metabolism, steroid metabolism, fatty acid ester biosynthesis, and ubiquinone biosynthesis. Table 1 shows representative metabolites whose levels were significantly altered, as observed in the metabolomic analyses. Their retention times were determined by monitoring their molecular ions (m/z, [M+H]^+^). Among them, the leukotrienes are metabolites of arachidonic acid derivatives. The immediate product is LTA4 (leukotriene A4), which is converted into either LTB4 (leukotriene B4) by LTA4 hydrolase or LTC4 (leukotriene C4) by LTC4 synthase. LTB4 is a lipid mediator that plays a critical role in acute inflammation [25]. Notably, the present metabolomics showed a reduced level of 20-carboxy-leukotriene B4 (20-carboxy-LTB4) and 20-dihydroxy-leukotriene B4 (20-dihydroxy-LTB4) in the Selenbp1-KO mouse kidney. 20-Carboxy-LTB4 is a member of the class of leukotriene B4, in which the terminal methyl group undergoes formal ω-oxidation to the corresponding carboxylic acid. Additionally, the metabolomic results revealed increased levels of renal prostaglandin J2 (PGJ2) and 11-epi-prostaglandin F2α (11-epi-PGF2α). These prostaglandins are derived from arachidonic acid and are transformed by prostaglandin synthetase into several structurally related carbocyclic molecules [26]. PGJ2 is considered highly neurotoxic when compared with PGA1, D2, and E2 [27]. 11-Epi-PGF2α, derived from PGF2, is responsible for essential biological processes such as inflammation, pain, and sleep. PGF2α is synthesized in several distinct steps. Furthermore, it increases docosapentaenoic acid and 3-hydroxycapric acid. Docosapentaenoic acid (DPA) is an intermediary between eicosapentaenoic acid (EPA, 20:5 ω-3) and docosahexaenoic acid (DHA, 22:6 ω-3). DPA is reportedly associated with thyroid cancer [28], as well as cardiovascular diseases [29]. These lines of evidence suggest that a marked change in the metabolome occurs in the kidney between Selenbp1-KO and WT mice; however, we were unable to perform an in-depth investigation regarding the underlying functional implications, which could improve our understanding of the contributions made by these metabolite alterations on the physiological functions of Selenbp1.

### 2.3. Renal mRNAs in Mice Were Altered by Selenbp1 Deletion via the Pparα Pathway

We comprehensively investigated the genes associated with Selenbp1 deficiency that contributed to its role in physiological functions related to different levels of arachidonic acid derivatives. Accordingly, DNA microarray analysis focusing on the kidney was performed. 

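Kidney RNA of 3 WT and 3 Selenbp1-KO male mice, 8 weeks old and fasted for 20 h, was labeled with one dye and hybridized to 6 arrays, 1 per mouse. All 6 arrays lie on 1 slide. In slide side 1 are WT replicates 2 and 3, and in slide side 2 are WT replicate 4 and the 3 Selenbp1-KO replicates. Selenbp1, the targeted gene, was read by 1 probe (NM_009150, chromosome 3 of mm9, 94748621 to 94748680). Its log2 signal was 7.07, 7.02, and 7.02 in WT replicates 2, 3, and 4, and 4.13, 3.98, and 4.10 in Selenbp1-KO replicates 1, 2, and 3, so every label has the genotype its Selenbp1 signal shows. The difference, KO minus WT, was −2.96 (standard error 0.091, adjusted p = 0.00117 from limma), and the Selenbp1-KO signal was still well above background on all 3 arrays. The probe of the paralog Selenbp2 (NM_019414) differed by −3.22 (standard error 0.094), and whether it also reads Selenbp1 transcripts is not known. The authors deposited for each array the intensities of the scanner software Feature Extraction, background-subtracted and detrended within the array but not scaled between arrays, with a p for each spot against its background, and a table of 1 value per probe whose 6 columns have been brought to the same distribution (quantile normalization). The 75th percentile of the signal over the 59305 non-control spots was 711, 751, and 519 in WT replicates 2, 3, and 4, and 566, 477, and 584 in Selenbp1-KO replicates 1, 2, and 3. Between 51.8% and 55.5% of these spots were well above background on an array, and no spot was saturated. The paper's text names no normalization, so the log2 signal of each array was set relative to its 75th percentile. Spots marked by the software as outliers were left out, spots of 1 probe were averaged, and WT and Selenbp1-KO arrays were compared probe by probe with limma. A gene with several probes was represented by its brightest probe over the 6 arrays. The number of arrays limits the precision: 3 arrays against 3 allow a smallest exact permutation p of 0.10.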

We expected to find alterations in the genes related to arachidonic acid metabolism and any key significance to elucidate the physiological role of Selenbp1. Microarray-based gene expression profiling was used to identify gene expression changes in response to Selenbp1 gene knockout. 

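Of 56097 probes tested, 4479 differed between Selenbp1-KO and WT kidneys at an unadjusted p under 0.05, the criterion of the methods, with 3632 higher and 847 lower in Selenbp1-KO kidneys. With 1 probe per gene, 3110 of 37028 genes differed, 2643 higher and 467 lower. After Benjamini–Hochberg adjustment over all probes, 2 probes remained, those of Selenbp1 and Selenbp2. The median log2 difference of all probes was 0.11, against 0.00 with quantile normalization of the arrays, under which 2527 probes were higher and 2170 lower. Probes not well above background on any array made up 2630 of the 4479, and 91.7% of these were higher in Selenbp1-KO kidneys. Among the 1611 altered probes that were well above background on every array of at least 1 genotype, 68.0% were higher. The count moved most when the replicate number was entered as a block, to 18430 probes, and it depended on single arrays: it was 17585 without WT replicate 4 and 2024 without WT replicate 2. With the slide side as a block, the Selenbp1-KO arrays are set against WT replicate 4 alone, because slide side 1 holds WT arrays only. The median log2 difference of all probes was then 0.056.

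**Figure D1:**
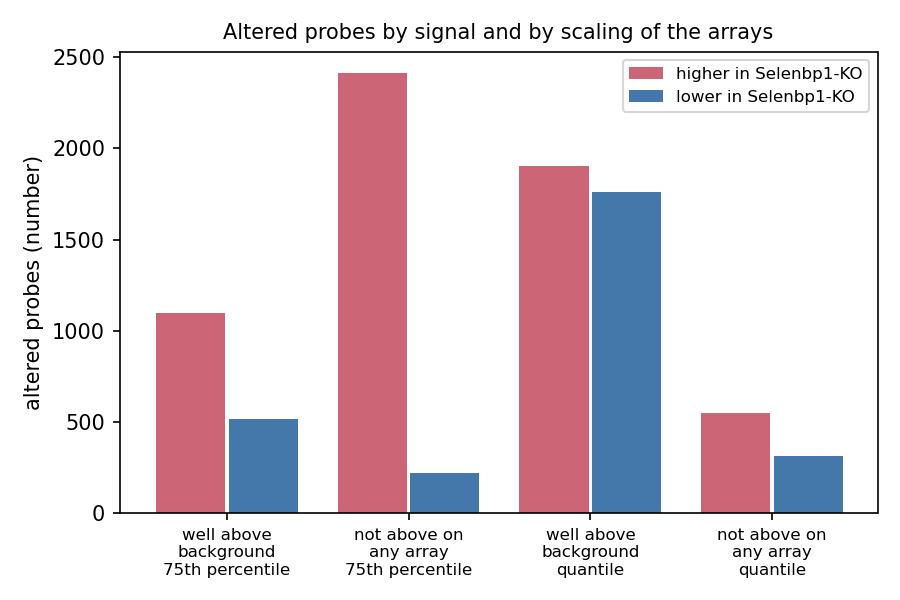
Number of altered probes (unadjusted p under 0.05) that were higher or lower in Selenbp1-KO kidneys, for probes well above background on every array of at least 1 genotype and for probes not well above background on any array. With the arrays set relative to their 75th percentile, 2411 altered probes not well above background were higher and 219 lower; with quantile normalization, 551 were higher and 314 lower.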

In total, 2689 differentially expressed genes were identified; among these, 1464 were increased and 1225 were decreased (Figure 3). These included several representative genes related to lipid and glucose metabolism, such as *Pparα*, retinoid-X-receptor-α (*Rxrα* [*Rxra*]), cytochrome P450 4A12 (*Cyp4a12a*), *Cyp4a12b*, and acyl-CoA oxidase 3 (*Acox3*), which revealed reduced expression in Selenbp1-KO mice (Figure 4). Conversely, ablation of the *Selenbp1* gene increased the expression levels of several other genes, including *Alox5* (arachidonate 5-lipoxygenase) and *Fabp6* (fatty acid-binding protein 6). In addition, the expression of several other genes, such as *Dkk2* (Dickkopf-related protein 2), which is known to be involved in the Wnt signaling pathway, was increased. 

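Cyp4a12a (NM_177406, chromosome 4 of mm9, 115005258 to 115005317) had a log2 signal of 1.87 ± 0.18 (SD, n = 3) in WT and 1.32 ± 0.084 (SD, n = 3) in Selenbp1-KO kidneys, a difference of −0.54 (standard error 0.12). Cyp4a12b (NM_172306, chromosome 4, 115111580 to 115111639) had 2.37 ± 0.20 in WT and 1.80 ± 0.041 in Selenbp1-KO kidneys, a difference of −0.57. For both genes, every WT array was above every Selenbp1-KO array, and the unadjusted p was under the threshold of the methods in this comparison and in all 19 alternatives. The brightest probe of Ppara (NM_011144, chromosome 15, 85632110 to 85632169) had 4.47 ± 0.034 in WT and 4.16 ± 0.23 in Selenbp1-KO kidneys, a difference of −0.31 (standard error 0.14). Its unadjusted p was not under the threshold, although the 2 groups did not overlap. The second Ppara probe differed by −0.19, with overlapping groups. The brightest probe of Rxra (NM_011305, chromosome 2, 27618345 to 27618404) had 5.28 ± 0.012 in WT and 5.14 ± 0.039 in Selenbp1-KO kidneys, a difference of −0.14, and the second differed by −0.07. Neither was under the threshold. Acox3 was read by 4 probes. Those of its RefSeq transcripts differed by −0.10, 0.25, and −0.13, none of them under the threshold. The probe of the Ensembl transcript ENSMUST00000127641 (chromosome 5, 35930009 to 35930068) differed by −0.53 and was under it. Its accession is not in the RefSeq annotation used to name the probes, and whether it reads the Acox3 mRNA could not be checked. The adjusted p over all genes was 0.266 for Cyp4a12a and Cyp4a12b, 0.266 for Ppara, 0.394 for Rxra, and 0.619 for the brightest Acox3 probe. Its lowest value in any alternative was 0.00255 for Cyp4a12a and 0.00114 for Cyp4a12b. For Ppara, Rxra, and Acox3 the lowest values were 0.215, 0.339, and 0.355. Over the alternatives, the difference in Ppara ranged from −0.42 to −0.19.

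**Figure D2:**
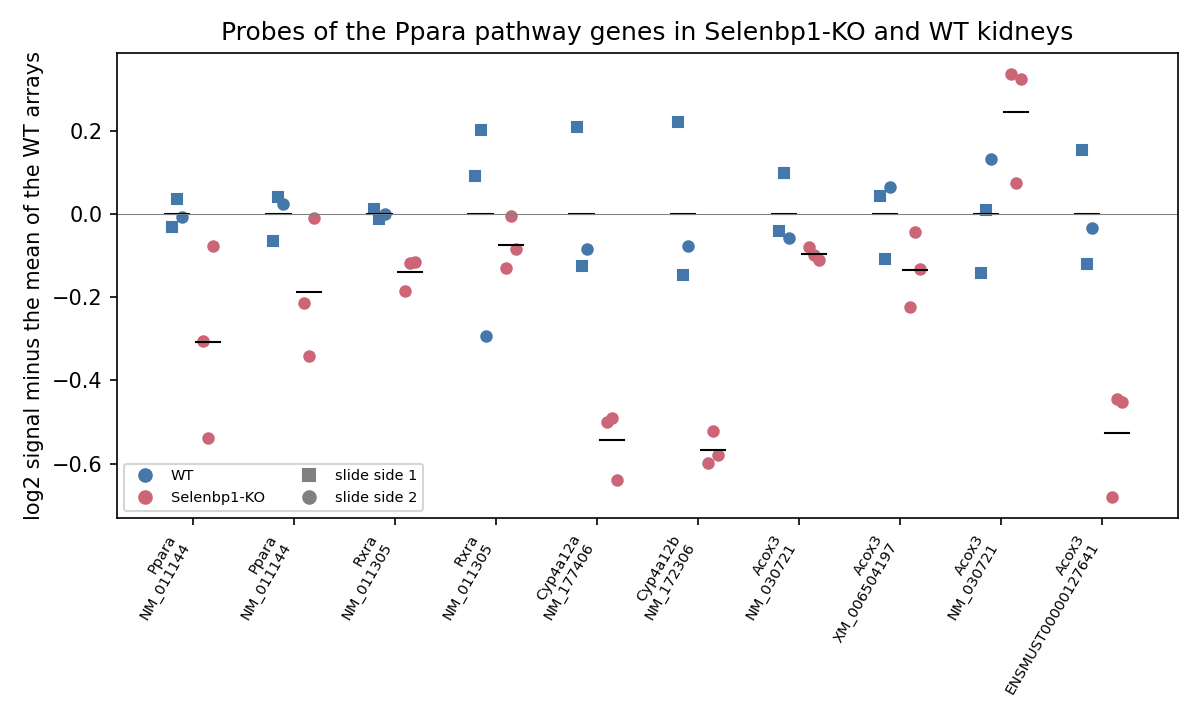
Log2 signal of each array, minus the mean of the 3 WT arrays, for every probe of Ppara, Rxra, Cyp4a12a, Cyp4a12b, and Acox3. Squares are arrays of slide side 1, circles of slide side 2, and lines are group means; the means of the 4 Acox3 probes lie at −0.10, −0.13, 0.25, and −0.53.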

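Alox5 (NM_009662, chromosome 6 of mm9, 116360326 to 116360385) was dim, with a log2 signal of −4.80 ± 0.56 (SD, n = 3) in WT and −3.83 ± 0.14 (SD, n = 3) in Selenbp1-KO kidneys, and it was well above background on 2 of the 3 WT arrays and on all 3 Selenbp1-KO arrays. The difference was 0.97 (standard error 0.29), and every Selenbp1-KO array was above every WT array. The unadjusted p was under 0.05 in all alternatives, in which the difference ranged from 0.48 to 1.53. From its RT-PCR, in contrast, the paper concludes that the knockout left Alox expression unaffected. Fabp6 (NM_008375, chromosome 11, 43410973 to 43411032) was not well above background on any WT array and was so on 2 Selenbp1-KO arrays. The genotypes overlapped: Selenbp1-KO replicate 3 (−5.47) lay below WT replicate 2 (−5.42). It also lay below the lowest signal well above background on its own array (−4.95). Against the background level of the WT arrays, Fabp6 was at least 1.32-fold higher in the mean of the Selenbp1-KO arrays, which includes replicate 3. Its unadjusted p was under 0.05 here and in 11 of 18 alternatives, and it was not under 0.05 with quantile normalization. The adjusted p over all genes was 0.266 for both.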

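Dkk2 (NM_020265, chromosome 3 of mm9, 131842357 to 131842416) had a log2 signal of −1.46 ± 0.075 (SD, n = 3) in WT and −1.04 ± 0.12 (SD, n = 3) in Selenbp1-KO kidneys. The difference was 0.43 (standard error 0.10, adjusted p = 0.266), with no overlap between the genotypes. Its unadjusted p was under 0.05 in 18 of 19 alternatives, the exception being replicate number as a block. Dkk2 lies on the chromosome of the targeted gene, outside the window of 10 Mb around it. Within that window, 48 of 559 genes other than Selenbp1 and Selenbp2 differed at an unadjusted p under 0.05, which is 8.59%, against 8.37% of genes elsewhere (odds ratio 1.03, two-sided Fisher's exact test, p = 0.818).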

Next, we attempted to clarify the mechanism via which Selenbp1-KO mice accumulated lipids and arachidonic acid derivatives in the kidney. Hence, we examined the renal expression of mRNAs encoding enzymes that synthesize and metabolize 20-carboxy-LTB4. Cyp4A12a and Cyp4A12b are fatty acid ω- and ω-1 hydroxylases involved in the oxidation of the arachidonic acid derivative leukotriene B4 to 20-carboxy-LTB4 [30]. These ω-hydroxylation pathways have emerged as critical determinants of numerous disease processes, including inflammation and cancer progression [31]. Cyp4a12a and Cyp4a12b are regulated by Pparα, which is a transcription factor belonging to the PPAR subfamily (Pparα, Pparβ/Pparδ (Ppard), Pparγ (Pparg)) and forms a heterodimer with Rxrα [32]. The decreased expression of both Pparα and Rxrα was consistent with the suppressed mRNA levels of Cyp4a12a and Cyp4a12b observed in Selenbp1-KO mice. *Acox3* is a target gene activated by Pparα and is involved in the desaturation of 2-methyl-branched fatty acids in peroxisomes related to lipid metabolism, energy homeostasis, and cell differentiation [33]. Compared with WT mice, the expression level of Acox3 was decreased in Selenbp1-KO mice. Collectively, these results suggested a marked change in the lipid metabolome via the Pparα pathway, which is related to Selenbp1-knockout in the kidney.

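A list of 55 genes that Ppara is known to activate, written without the genes of Table 2, had 54 members on the arrays. Their median log2 difference, KO minus WT, was −0.04 and their mean −0.05, with 36 genes lower and 18 higher. None of them had an unadjusted p under 0.05, and none passed when adjusted over the list alone or over all genes. Set against all other genes the list was lower (camera with a preset correlation of 0.01, p = 1.29e-06). The set test on the list itself did not pass its threshold (fry, p = 0.434), nor did camera with the correlation estimated from the arrays (p = 0.147). With quantile normalization the median was −0.14, with 44 of the 54 lower and an unadjusted p under 0.05 for 8 genes, 1 of them higher, and none passed when adjusted over the list alone. With the authors' quantile normalized values 5 genes had an unadjusted p under 0.05. With the slide side as a block, which sets the Selenbp1-KO arrays against WT replicate 4 alone, the median was −0.02. This value rests on 1 WT array and does not decide whether position on the slide matters. The paper reasons from the lower mRNA levels of Ppara and Rxra, of the Cyp4a12 genes they regulate, and of Acox3, a target of Ppara. It reports these from RT-PCR as well as from the arrays. Together with its metabolite data, it proposes that lipid metabolites change through the Pparα pathway.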

### 2.4. SOD mRNA and SOD Activity in the Kidneys of Both Selenbp1-KO and WT Mice

There are three major families of SODs, depending on the metal cofactor. They are classified as copper/zinc SOD (Cu/Zn SOD; SOD1) and manganese SOD (Mn SOD; SOD2). Additionally, an extracellular (EC) form of SOD protein has been identified. EC-SOD (SOD3) mainly occurs in prokaryotes, such as the molting fluid of insects [34]. The mRNA expression levels of Sod1 and Sod2 were significantly lower in the kidneys of 8-week-old Selenbp1-KO mice than in WT mice (*p* < 0.05, Figure 5). Based on the results of the SOD assays, the total SOD activity was significantly lower in the kidneys of Selenbp1-KO mice than in WT mice (*p* < 0.001, Figure 5).

### 2.5. Significant Reductions in H_2_O_2_ Levels Indicated Changes in Oxidation Stress in Selenbp1-Deficient Mice

Oxidative stress leads to altered PPAR expression, occurring via various mechanisms [35]. SODs are major cytoplasmic antioxidant enzymes that metabolize superoxide radicals into molecular oxygen and hydrogen peroxide, affording protection against oxygen toxicity [36]. As Sod1 and Sod2 are Pparα-regulated genes [37], their mRNAs were suppressed in Selenbp1-KO mice (Figure 5A). The level of oxidative stress can be determined by measuring the amount of free radicals, ROS, and antioxidants. As the expression of Sod1 and Sod2 was altered, a quantitative peroxide assay was performed using the kidneys of Selenbp1-KO and WT mice (Figure 5B). Figure 5B shows the quantitative evaluation of hydrogen peroxide in the kidney homogenates of Selenbp1-KO and WT mice. Hydrogen peroxide levels were lower in Selenbp1-KO mice than in WT mice. Based on the reduced SOD activity and Sod1/2 expression, superoxide anions may accumulate in the kidneys of Selenbp1-KO mice.

### 2.6. Comparison of Renal Lipid Peroxidation between Selenbp1-KO and WT Mice

The thiobarbituric acid reactive substance (TBARS), used as an index of lipid peroxidation, mainly measures MDA produced by lipid peroxidation [38]. Figure 5C compares TBARS in the kidneys of Selenbp1-KO and WT mice. Selenbp1 deletion tended to increase TBARS, with no significance. Therefore, the change in oxidative stress caused by Selenbp1 deletion in the kidney is not markedly pathogenic.

### 2.7. Selenium Compounds Were Unaltered in the Kidney and Serum of Selenbp1-KO Mice

The selenium contents in the kidney and serum of Selenbp1-KO and WT mice were determined. The sample tube of the instrument was inserted into the test solution and measured, and the average of three readings was obtained. Next, the corresponding mass concentration from the standard curve was calculated, the corresponding mass concentration of the blank solution was subtracted, and the amount of each element was calculated.

The relative standard deviation (RSD) ranged between 0.1% and 2.8%. No significant differences were observed in the kidney and serum selenium content between Selenbp1-KO and WT mice (Figure 6).

## 3. Discussion

Although dioxin induces Selenbp1 in the liver, defining its role has remained challenging because the highly homologous Selenbp2 is also abundantly expressed. In the present study, we evaluated the role of Selenbp1 in the kidney, as Selenbp2 is barely expressed in the kidney. Selenbp1 has been suggested as a novel urinary biomarker for detecting heavy metal-induced nephrotoxicity [39]. It is also worth investigating the potential role of Selenbp1 in detecting early renal damage. Herein, we first analyzed the metabolome of the kidney to clarify the physiological role of dioxin-inducible Selenbp1. In the kidney, the expression of Selenbp2 is reportedly low [18] and fasting significantly reduced Selenbp2 mRNA levels in the absence of dioxin administration (Figure 1A). Furthermore, in the present study, expression of Selenbp2 protein was not detected in the kidneys of Selenbp1-KO mice after 20 h of fasting (Figure 1B). These results prompted us to examine 8-week-old male Selenbp1-KO and C57BL/6J control mice, which were fasted for 20 h before comparison. In the present study, a 20 h fasting period and evaluation of mouse kidneys allowed us to observe in vivo changes induced by Selenbp1 deletion.

As dyslipidemia is a known dioxin-induced toxicity [40], a possible association with Selenbp1 can be postulated. Selenbp1 is significantly induced by dioxins and is related to lipid metabolism. As shown in Table 1, PGJ2 and 11-epi-PGF2α, known as arachidonic acid metabolites, were increased, while the levels of leukotriene metabolites of arachidonic acid, including 20-carboxy-LTB4 and 20-dihydroxy-LTB4, were decreased (Table 1). It is well established that at least three metabolic pathways are involved in the metabolism of arachidonic acid: cyclooxygenase (COX), lipoxygenase (LOX), and cytochrome P450 (CYP) [41,42]. Of these, arachidonic acid is converted into PGH2 by COX-1 or COX-2. PGH2 is then converted to prostaglandin products (PGE2, PGF2, PGD2, PGI2) by specific prostaglandin synthases. PGD2 is highly unstable, resulting in the formation of PGJ2 [43]. In humans, 11-epi-PGF2 is produced by reducing PGD2, which is mediated by aldo-keto reductase family 1 member C3 (AKR1C3), an NADPH-dependent enzyme [44,45]. Previous reports have revealed that aldo-keto reductases influence PGF2 levels and adipocyte differentiation in male mice and humans [46]. In light of these findings, changes in the expression levels of the AKR1C family may induce an elevation in PGF2. Data from real-time RT-PCR and metabolomics substantiate this possibility (Table 1 and Table 2). Additionally, it was revealed that fatty acid metabolism could affect the production of inflammatory substances. 

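The 4 members of the Akr1c family in Table 2 were all higher in Selenbp1-KO kidneys. Akr1c18 had a log2 signal of 2.03 ± 0.21 (SD, n = 3) in WT and 2.65 ± 0.17 (SD, n = 3) in Selenbp1-KO kidneys, a difference of 0.62 (standard error 0.15), with an unadjusted p under 0.05 in every alternative. Akr1c20 differed by 0.47 (standard error 0.13), with an unadjusted p under 0.05 in 17 of 19 alternatives. Akr1c14 differed by 0.16 (standard error 0.094) with no overlap between the genotypes, and Akr1c6 by 0.81 (standard error 0.34) with overlap. Neither of these had an unadjusted p under 0.05, though each did in some alternatives, 3 for Akr1c14 and 7 for Akr1c6. The lowest adjusted p of the 4 genes was 0.266. Its lowest value in any alternative was 0.0140 for Akr1c18, 0.0441 for Akr1c20, 0.104 for Akr1c6, and 0.306 for Akr1c14. All 4 remained higher under each scaling of the arrays that was tried.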

PGJ2 is reportedly involved in the pathological changes observed in Alzheimer’s disease and Parkinson’s disease, as well as mediating oxidative stress in neuronal apoptosis and the accumulation/aggregation of ubiquitinated proteins [27,47]. Leukotrienes are potent pro-inflammatory mediators that are synthesized from arachidonic acid. LTB4 is synthesized following the release of arachidonic acid by phospholipase A2 and the enzyme 5-lipoxygenase [48]. In the 5-lipoxygenase pathway, LTA4 is the intermediatory metabolite, transformed to LTB4 by LTA4 hydrolase, while LTC4 synthase catalyzes LTC4 formation [49]. In human neutrophils, the metabolism of LTB4 by a specific cytochrome P450-dependent pathway (CYP4F3) produces 20-hydroxy-LTB4 [50]. The initial ω-oxidized metabolite 20-hydroxy-LTB4 subsequently yields inactive 20-carboxy-LTB4 via both a P-450-dependent pathway and an alcohol/aldehyde dehydrogenase-dependent pathway in certain cells [51,52]. Therefore, the decreased metabolites of 20-hydroxy-LTB4 and 20-carboxy-LTB4 in Selenbp1-KO mice may reverse the increase in LTB4 observed in the kidney. The P450 pathway is the major metabolic pathway for arachidonic acid metabolism in the kidneys [53]. The CYP4A subfamily members Cyp4a12a and Cyp4a12b are expressed in the mouse kidney and catalyze the ω-hydroxylation of arachidonic acid [54]. In the present study, we revealed that the renal mRNA expression levels of Cyp4a12a and Cyp4a12b were decreased in Selenbp1-KO mice when compared with the control animals (Figure 4). A recent report indicated that transgenic CYP4A12 mice developed salt-resistant hypertension, which was attributed to the increase in 20-hydroxyeicosatetraenoic acid (20-HETE) in the renal and blood vessels, including oxidative stress, endothelial dysfunction, and increased vascular reactivity [55]. This suggests that unregulated CYP4A12 may cause kidney damage, including inflammation, via arachidonic acid metabolism [56]. Reportedly, CYP4A induction is regulated through a member of the nuclear receptor superfamily named PPAR, which are ligand-activated transcription factors [57]. There are three isotypes of Ppar: Pparα, Pparβ(δ), and Pparγ, each displaying a different expression pattern [58]. Recent studies have discussed the role of Ppar in diabetes, cancer, hypertension, inflammatory disease, and kidney disease [59]. Cyp4a12a and 12b are positively regulated by Pparα [60]. Moreover, as the expression level of Pparα decreased following the knockout of Selenbp1 (Figure 4), it can be suggested that the decreased expression of Pparα mediated the reduced expression of Cyp4a12a and Cyp4a12b. The mRNA expression of Rxrα was also reduced in the Selenbp1-KO mice (Figure 4). Rxrα forms heterodimers with several nuclear receptors, including liver X receptor (Lxr), pregnane X receptor (Pxr), retinoic acid receptor (Rar), constitutive androstane receptor (Car), and Ppar and is involved in transcriptional regulation [61]. In the present study, we focused on the effect on lipid metabolism, investigating the effect of Selenbp1 deletion on the relevant transcription factors. Acox3, which is suppressed by Selenbp1 deletion (Figure 4), is also known as peroxisomal acyl-coenzyme A oxidase 3 and is involved in the desaturation of 2-methyl branched fatty acids in peroxisomes [62]. Branched-chain fatty acids are thought to be derived from branched-chain amino acids such as valine, leucine, and isoleucine [63]. As the expression of Acox3 was significantly reduced (Figure 4), this finding is consistent with the reduced expression of Pparα and Rxrα, as several of the enzymes involved in peroxisomal oxidation are under the control of Pparα. Conversely, metabolomic analyses suggested an increase in prostaglandins, with almost no effect of Selenbp1-KO on these synthetic enzymes observed (Supplementary Figure S1). Therefore, it was suggested that prostaglandins were increased by suppressing the Cyp4a12a and Cyp4a12b systems. Therefore, future in-depth investigations in terms of inflammation are necessary. In addition to the DNA microarray data, metabolomics also indicated that Selenbp1 is at least involved in lipid metabolism in the kidney; however, its deficiency does not have a lethal effect on the entire body. Furthermore, it can be suggested that Selenbp1 deficiency may cause metabolic switching, namely, suppressing Cyp4a-mediated fatty acid oxidation and increasing inflammatory biotransformations. 

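Other lipid genes of Table 2 include Cpt1a, which differed by −0.19 (standard error 0.094) with no overlap between WT and Selenbp1-KO arrays. Slc51a differed by −0.27 and Pltp by 0.62. None of the 3 had an unadjusted p under 0.05. Angptl6 differed by 0.29 and Acsbg1 by 0.40, both with an unadjusted p under 0.05, although Acsbg1 was well above background on only 2 WT arrays and 1 Selenbp1-KO array. Fads2 was read by 5 probes. The brightest differed by −0.01. One dim probe, not well above background on any Selenbp1-KO array, was at least 1.77-fold lower in Selenbp1-KO kidneys and was the only one of the 5 with an unadjusted p under 0.05.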

Based on these findings, the linkage between Selenbp1 and lipid metabolism is presumably attributed to its effect on Pparα and Rxrα expression.

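Whether Ppara and Rxra passed the criterion of the methods depended on the processing. Ppara had an unadjusted p under 0.05 in 6 of 19 alternatives: with normexp background correction, with quantile normalization, with the authors' quantile normalized values, with the filter on probes well above background, with limma's trend and robust options, and without Selenbp1-KO replicate 3. Rxra had one in 3 of 19, those with quantile normalization, with the authors' quantile normalized values, and with the methods' t-test. With quantile normalization the difference was −0.35 for Ppara and −0.23 for Rxra. Both genes were lower in Selenbp1-KO kidneys in every alternative. The paper also reports both as lower by RT-PCR, which was not analysed here.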

Conversely, in human cancer cells, i.e., HeLa cells, in vitro knockdown of Selenbp1 by shRNA resulted in reduced sensitivity toward exogenous excess hydrogen peroxide [64]. A previous report has suggested the role of Selenbp1 in oxidative stress, but the underlying mechanism remains elusive. Furthermore, the conditions used were drastic and considerably differed from physiological conditions. In the present study, we revealed that the knockout of Selenbp1 reduced the expression levels of the antioxidant enzymes Sod1 and Sod2. Reportedly, Pparα induces Sod1 and Sod2 [65], which is consistent with the suppressed Pparα expression mediated by Selenbp1 knockout in the present study. Furthermore, the decreased hydrogen peroxide and SOD activity in the kidneys of Selenbp1-KO mice possibly increased the accumulation of superoxide anions and induced changes in lipid metabolism. Herein, the TBARS assay did not show a significant difference between Selenbp1-KO and WT mice, but potential oxidative stress may attack nucleic acids, cause protein damage, thus impairing cell function [66]. Although limited data are currently available regarding the kidney, it is reasonable to suppose that constitutively expressed Selenbp1 is an important modulator of oxidative stress and lipid metabolism by modulating Pparα and Rxrα expression. Given its crucial role, the induction of Selenbp1 by dioxin may counteract its acute toxicity on lipid metabolism, such as the accumulation of LTB4 [67]. Another possibility is that the induction of Selebp1 by dioxin disturbs its physiological function in lipid metabolism. Although the mechanism via which Selenbp1 deficiency reduces Pparα and Rxrα expression remains unclear, the fluctuating status of oxidative stress needs to be assessed in future studies. Reportedly, the cellular redox state and oxidative stress may serve as essential transcriptional regulators for Pparα [68]. Thus, the possibility that Selenbp1 regulates oxidative stress to alter Pparα expression needs to be explored in future research.

In conclusion, our findings can be summarized as follows. (1) Metabolomic analysis suggests that constitutively expressed Selenbp1 is associated with lipid metabolism. (2) Decreased expression of oxidative enzymes such as Cyp4a12a, Cyp4a12b, and Acox3 in the kidney was confirmed by Selenbp1 knockout under fasting conditions. Reduced expression of Pparα and Rxrα was observed following ablation of Selenbp1, which is involved in the expression of these genes. (3) Alox and prostaglandin-endoperoxide synthase were not affected, but prostaglandins and leukotrienes were increased. (4) The reduction of the active oxygen-scavenging enzymes Sod1 and Sod2 resulted in decreased hydrogen peroxide levels, thereby increasing superoxide anions in the kidneys of Selenbp1-KO mice. These results unquestionably demonstrate that the role of Selenbp1 is associated with lipid metabolism through the Pparα pathway and oxidative stress. Accordingly, it can be suggested that Selenbp1 promotes fatty acid oxidation and plays a suppressive role in inflammation. Further studies are warranted to elucidate the detailed role of Selenbp1.

## 4. Materials and Methods

### 4.1. Animals and Treatments

All animal experiments were approved by the Institutional Animal Care and Experimental Committee of Kyushu University, Japan. Seven-week-old C57BL/6J male mice were obtained from CLEA Japan (Tokyo, Japan). The generation of Selenbp1-KO mice has been previously described [24]. Mice were fed a standard chow (CE-2; CLEA Japan), provided with sterilized water ad libitum, and maintained in an environmentally controlled room at 22 ± 5 °C and 50 ± 15% relative humidity under a 12 h/12 h light/dark cycle (light period, 7:00 a.m.–7:00 p.m.). Both C57BL/6J and Selenbp1-KO mice were acclimatized until 8 weeks of age and were then fasted for 20 h. The animals were anesthetized by CO_2_ inhalation and sacrificed. The whole left kidney was rapidly removed, snap-frozen in liquid nitrogen, and stored at −80 °C.

### 4.2. Immunoblotting

The collected tissues were homogenized using a glass-Teflon homogenizer in 0.25 M sucrose, which corresponded to 3 times the weight of the kidney. The obtained homogenate was centrifuged at 9000× *g* at 4 °C for 20 min, and the supernatant (S9) was obtained. The protein concentration was determined according to Lowry et al. [69]. Protein samples (20 μg) underwent electrophoresis on a 7.5% sodium dodecyl sulfate (SDS)-polyacrylamide gel, followed by transfer to polyvinylidene difluoride (PVDF) membranes (Merck KGaA-Millipore, Burlington, MA, USA). The target protein was treated with the primary antibody overnight and incubated with a secondary antibody conjugated to horseradish peroxidase (HRP) for 60 min at room temperature. The membrane was then washed with TBS-Triton and immersed in a Clarity Western ECL substrate for 5 min at room temperature. Relative levels of target proteins were determined using a ChemDoc system operated by Image Lab software (Bio-Rad, Hercules, CA, USA) in auto-exposure mode. β-Actin was used as a loading control for Selenbp1 and Selenbp2.

### 4.3. Metabolomics of Kidneys

In brief, mouse kidney samples (50 mg) were homogenized in 1.5 mL of cold methanol/water (1:1, *v/v*) and centrifuged at 11,000× *g* for 10 min. The solid precipitates were homogenized in 1.5 mL of cold dichloromethane/methanol (3:1, *v/v*) and centrifuged at 11,000× *g* for 10 min. The supernatant was evaporated to dryness (organic extract) under a nitrogen stream. The operation conditions for UPLC and detailed procedures followed the manual for 2-step solvent extraction of tissue samples [70]. The organic extracts were finally reconstituted in 150 μL methanol/water (1:1, *v/v*), and 10 μL organic extracts of the solution were subjected to metabolomic analysis using UPLC-TOF/MS (LCT-premier XE; Waters, Milford, MA, USA). Chromatographic separation of the organic tissue extract was performed on a BEH C8 column (2.1 × 100 mm, 1.7 μm; Waters) using Waters’ ACQUITY UPLC System (Waters) [71]. First, the data were subjected to principal component analysis (PCA). To compare metabolomic profiles between control and Selenbp1-KO groups, data were analyzed using an orthogonal partial least squares discriminant analysis (OPLS-DA) method [72]. From the *S*-plot obtained, fragment ions with correlation coefficients of more than +0.8 and less than −0.8 were extracted as ions significantly increased and decreased by Selenbp1 deletion, respectively. Second, components altered by control and Selenbp1-KO were estimated by referring to the retention time and mass information of the ions in online databases, including the Human Metabolome Database (http://www.hmdb.ca/ at 14 November 2019) and the Kyoto Encyclopedia of Gene and Genomes (KEGG, http://www.genome.jp/ at 15 November 2019).

### 4.4. DNA Microarray Analysis

The left kidneys were excised from male Selenbp1-KO and WT mice, and each isolated sample was rapidly placed into a tube filled with RNAlater and used for RNA extraction without freezing. Total RNA was extracted using a RNeasy Mini Kit (Qiagen, GmbH, Hilden, Germany). RNA was purified by ethanol precipitation and dissolved in RNase-free water. RNA passing the quality check was subjected to DNA microarray analysis. Total RNA was converted to cyanine-labeled cRNA using a Low-Input QuickAmp Labeling kit (Agilent Technologies, Santa Clara, CA, USA), according to the manufacturer’s instructions. Dye incorporation and cRNA yield were determined using a NanoDrop ND-1000 spectrophotometer. Next, 1500 ng cyanine-labeled cRNA was overlaid onto individual microarrays immobilized with 41,000 mouse gene transcripts (Agilent). The data obtained were converted to figures using Feature Extraction software (Agilent). Genes agreeing with the criterion that their expression was detected in 1 or more samples out of a total of 6 samples, including 3 WT and 3 KO mice, at detection *p*-values less than 0.05, were selected and further analyzed. 

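The detection p in the files tests whether a spot equals its background in either direction, so it is also small for spots dimmer than the background. On each array, between 79.7% and 82.3% of non-control spots had a detection p under 0.05, and between 70.4% and 74.1% had one and were brighter than the background. The filter as stated left out 508 of 56605 probes. With detection counted only above the background, an alternative chosen after seeing the data, 49393 probes were tested and 4490 differed between Selenbp1-KO and WT kidneys. With the filter on probes well above background on every array of at least 1 genotype, 28513 probes were tested and 2841 differed, 1838 higher and 1003 lower in Selenbp1-KO kidneys.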

Next, to identify any significant differences, the data were processed using a package in the Bioconductor, i.e., Linear Models for Microarray Analysis (Limma) [73], and the criterion for a significant difference between the Selenbp1-KO and WT mice was set at Limma *p* < 0.05. 

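At an unadjusted p under 0.05, chance alone would call about 5% of probes, and 7.98% of the probes tested were called. On simulated arrays with the spread of these probes, limma at this criterion called 5.42% of the unchanged probes and found 89.1% of 200 probes changed by 1 on the log2 scale. After adjustment it found 7.72% of those and 69.4% of probes changed by 2. Of probes changed by 0.5, it found 65.5% at the unadjusted criterion and 0% after adjustment. A change of that size can therefore hardly pass adjustment over all probes with these arrays.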

The microarray datasets were submitted to the Gene Expression Omnibus (GEO) database (accession number: GSE169517; www.ncbi.nlm.nih.gov/geo/provided, accessed on 24 March 2021, in the public domain by NCBI). *p*-values of ˂0.05 were selected and subjected to functional annotation analysis using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (DAVID Bioinformatics Resources 6.8; online at http://david.ncifcrf.gov/, 20 February 2018).

### 4.5. Quantitative Reverse Transcription (RT)-Polymerase Chain Reaction (PCR)

mRNA expression was quantified by real-time RT-PCR as previously reported [74]. Primer sequences are shown in the Supplementary Table S1. Briefly, total RNA was extracted from the left kidney using RNeasy kits (Qiagen) and reverse-transcribed to cDNA. The cDNAs were synthesized using the PrimeScript RT reagent kit with gDNA Eraser (Perfect Real Time, TaKaRa-Bio, Shiga, Japan). The obtained RNA (150 ng) was treated with gDNA Eraser to digest contaminating genomic DNA and then reverse-transcribed to synthesize cDNA. cDNA was amplified with Fast SYBR Green Master Mix (Thermo Fisher Scientific, Inc., Waltham, MA, USA), using the StepOnePlus Real-time PCR system (Thermo Fisher Scientific). The PCR conditions were as follows: 95 °C for 20 s, 50 cycles of 95 °C for 3 s, and 60 °C for 30 s. The relative mRNA levels were determined using the 2^−∆CT^ method. The amount of quantified target mRNAs was normalized to β-actin and presented as a ratio to the WT control.

### 4.6. Superoxide Dismutase Assay with the Xanthine Oxidase/WST System

The SOD assay kit-WST was purchased from Dojindo Molecular Technologies (Dojindo, Kumamoto, Japan). Approximately 50 mg of kidney tissue was used from both WT and Selenbp1-KO mice. For sample homogenization, 6 times the tissue weight of sucrose buffer (0.25 M sucrose, 10 mM Tris, 1 mM EDTA; pH 7.4) was added (*n* = 6 for each group). Homogenized tissues were centrifuged at 10,000× *g* at 4 °C for 60 min, and the supernatant was diluted with saline at ×(1/5)3 to prepare the sample solution. Using 96-well plates, samples and blanks were assessed according to the following protocol. The 96-well plate was incubated at 37 °C for 20 min, and the absorbance was measured at 450 nm using a microplate reader. Finally, the SOD activity (inhibition rate, %) was calculated.

### 4.7. Detection of Hydrogen Peroxide

The quantification of H_2_O_2_ was based on a ferrous oxidation/xylenol orange assay using the Pierce Quantitative Peroxide assay according to the manufacturer’s instructions (Thermo Fisher Scientific). Briefly, 50 mg of the mouse kidney tissue was weighed and homogenized in homogenization buffer with 500 nM Tris-HCl (pH 7.0), 1% protein inhibitor cocktail (cOmplete Tablets EASYpack, Roche, Mannheim, Germany), and 1% NP-40 (KO: 6; WT: 6). After centrifugation at 9500× *g* and 4 °C for 15 min, an aliquot of the supernatant was transferred to a tube and protein was measured according to Lowry et al. [69], using bovine serum albumin as the standard. After the sample protein concentration was adjusted to 264 mg/mL, the hydrogen peroxide concentration was determined. Test tubes containing 100 μL of the sample solution and 1 mL of the working reagent solution were maintained at 30 °C for 30 min and then immediately measured at a wavelength of 560 nm using a spectrometer. Absorbance values were calibrated to a standard curve generated using a known concentration of H_2_O_2_.

### 4.8. Assay for Peroxides in Mouse Kidneys Using the Thiobarbituric Acid Reaction

In brief, the left kidney was homogenized in 1.15% KCl using a homogenizer. Homogenates were prepared at a ratio of 1 g of wet tissue to 9 mL of 1.15% KCl. The protocol was performed as previously reported [38]. The level of lipid peroxides was expressed as μmoL of malondialdehyde (MDA). A 150 μM tetramethoxypropane (TMP) aqueous solution was prepared and serially diluted to prepare a dilution series. TMP was substituted with 10% renal homogenate in the reaction, and the absorbance was measured in the same manner to obtain the absorbance curve. The concentration of MDA in each sample was determined using an absorbance curve.

### 4.9. Quantification of Selenium Compounds by Inductively Coupled Plasma Mass Spectrometry (ICP-MS)

The determination of selenium contents in the kidney and serum was performed by IDEA Consultants, Inc. (Osaka, Japan). To detect the total selenium content in mouse kidneys (KO: *n* = 3; WT: *n* = 3) and serum (KO: *n* = 3; WT: *n* = 3), an ICP-MS method was established (ICP-MS 7700x, Agilent Technologies, Santa Clara, CA). The left kidney was weighed using a precision balance, placed in a Teflon container, and wet-decomposed with nitric acid (Nitric acid 1.42 Ultrapur-100; 28163-5B, Kanto Chemical, Tokyo, Japan). Yttrium (PLY2-2M, SPEX CertiPrep, Metuchen, NJ, USA) was added as an internal standard to the volume. Next, 0.1 mL of serum was taken, yttrium was added as an internal standard, and the volume was adjusted with a solution containing a surfactant. The selenium content was determined by ICP-MS. All chemicals used were of analytical grade, and a standard selenium solution (192-13861, Fuji Film Wako, Osaka, Japan) was used exclusively.

### 4.10. Statistical Analysis

The statistical differences between the 2 experimental groups were compared by Student’s *t-*test using GraphPad Prism 8 (GraphPad Software, San Diego, CA, USA). Statistical significance was set at *p* < 0.05.

## Figures and Tables

**Figure 1:**
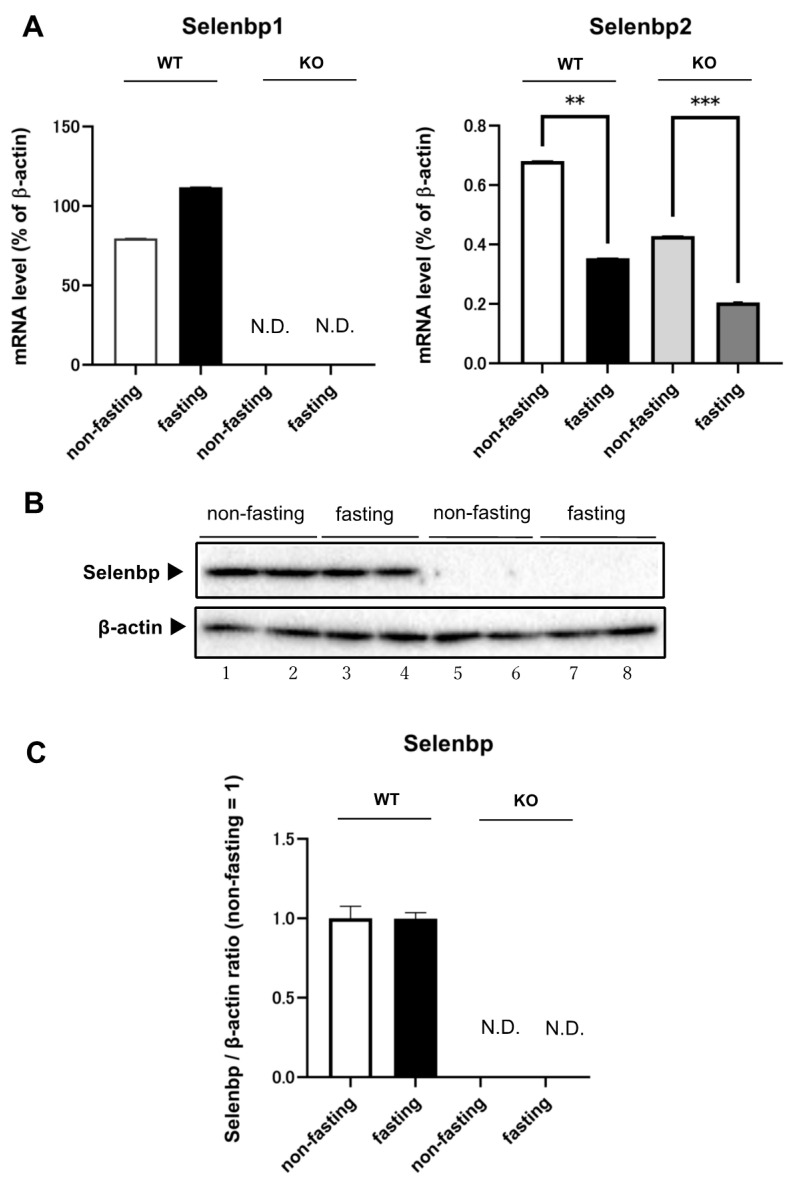
Effect of fasting on the mRNA expression of Selenbp1 and Selenbp2 (**A**) and protein expression levels of Selenbp (**B**,**C**) in the kidney of wild-type and Selenbp1-KO mice. A. The kidneys of 8-week-old male mice were removed. The relative mRNA level was normalized to that of β-actin. Values represent the mean ± standard error of the mean (SEM). Non-fasting (*n* = 6); fasting (*n* = 6). Significant differences from the non-fasting group: ** *p* < 0.01; *** *p* < 0.001. B. The kidneys of 8-week-old male wild-type and Selenbp1-KO mice were removed. Individual kidney S9-fractions (20 μg protein) prepared from wild-type and Selenbp1-KO mice were subjected to SDS-PAGE (10% separation gel). Selenbp was detected using a mouse anti-human Selenbp1 antibody. β-actin was detected using a mouse anti-β-actin antibody. Lanes 1–2, WT non-fasting; 3–4, WT fasting; 5–6, Selenbp1-KO non-fasting; 7–8, Selenbp1-KO fasting. Representative data are presented. Two of the five randomly selected samples were analyzed. C. Values represent the mean ± SEM. Non-fasting (*n* = 5); fasting (*n* = 5). N.D., not detectable; WT, wild-type; KO, knockout; Selenbp1/2, selenium-binding protein 1/2.

**Figure 2:**
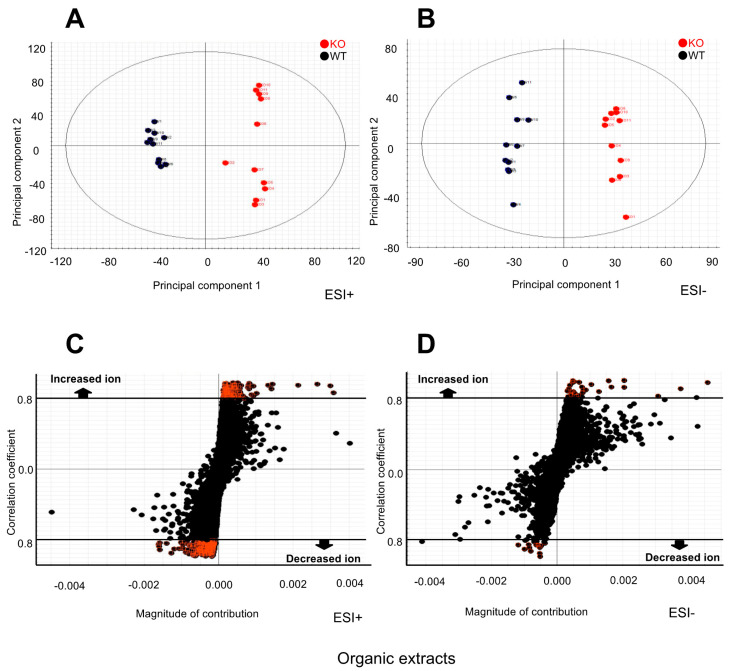
Changes in the renal metabolomic profile of Selenbp1-KO mice compared with the control group using UPLC-TOF/MS. Principal component analysis (PCA) of the effect of Selenbp1 deletion on the kidney metabolome: data from positive (**A**) and negative (**B**) ion mode analysis. Selenbp1 deletion affects the profile of the kidney metabolome. Each dot represents a different animal (*n* = 11 mice per group). Wild-type and Selenbp1-KO mice are shown in black and red, respectively. *S*-plot based on the PCA regarding the effect of Selenbp1 deletion on the kidney metabolome: data from positive (**C**) and negative (**D**) ion mode analysis. Fragment ions in UPLC-TOF-MS analysis are altered by Selenbp1 deletion in the kidneys of male mice (8 weeks old). Each dot represents a single ion with a specific mass (m/z). The criteria for selecting ions significantly altered by Selenbp1 deletion were set either at more than +0.8 or less than −0.8 of the correlation coefficient (red dots). Conditions were under 20 h of fasting. Selenbp1, selenium-binding protein 1; UPLC-TOF/MS, ultra-performance liquid chromatography-time-of-flight mass spectrometry; KO, knockout.

**Figure 3:**
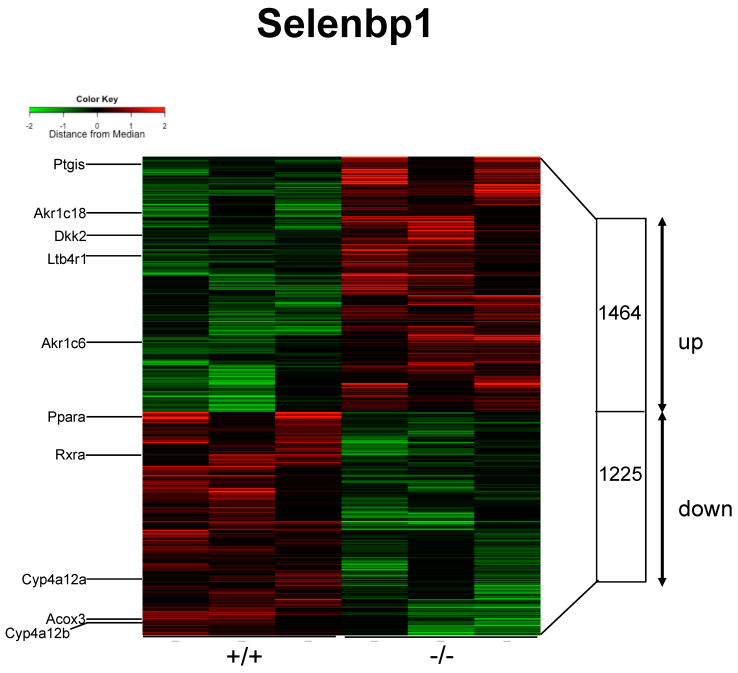
Heatmap of renal mRNAs significantly altered in male adult mice (8 weeks old) by Selenbp1 deletion. Genes whose expression was significantly increased or decreased by Selenbp1 deletion are shown in red and green, respectively. For the magnitude of the alteration, see the color gradation shown in the figure. Each lane is the mRNA prepared from male mice at 8 weeks. Eighteen genes, indicated by arrows and numbers, are shown in Table 2. Conditions under 20 h of fasting. Selenbp1, Selenium-binding protein 1.

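The log2 signals of WT and Selenbp1-KO arrays did not overlap for 13.3% of all probes tested, against 10% by chance for 3 arrays against 3, and for 17.6% of the probes well above background on every array of at least 1 genotype. Over those probes, the root mean square distance of each WT array to the other WT arrays was 0.288, 0.311, and 0.337 for replicates 2, 3, and 4, and to the Selenbp1-KO arrays 0.355, 0.332, and 0.372. Each Selenbp1-KO array lay about as far from the other Selenbp1-KO arrays, at 0.356, 0.372, and 0.337 for replicates 1, 2, and 3, as from the WT arrays, at 0.373, 0.361, and 0.326.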

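Table 2 lists 30 genes, 11 with a lower and 19 with a higher ratio in Selenbp1-KO kidneys. The brightest probe of every one of the 30 differed in the direction of Table 2. Because the study chose the genes on these arrays, this agreement is not independent evidence. The difference of Fads2 was −0.01. It changed sign with the slide side as a block and without WT replicate 2 or 3 or Selenbp1-KO replicate 1 or 2. That of Ptges3l changed sign with the slide side as a block (−0.07). For 14 genes, 2 lower and 12 higher, the unadjusted p was under 0.05. None passed when adjusted over the list alone or over all genes, where the lowest adjusted p was 0.266, and since the study chose the genes on these arrays, the first is not independent evidence. In some alternatives the adjusted p over all genes was under 0.05 for Cyp4a12a, Cyp4a12b, Akr1c18, Akr1c20, Angptl6, or Ptges3l. It was so in no alternative for the other genes of the list. With quantile normalization, 24 of the 30 had an unadjusted p under 0.05. Without WT replicate 3 the count was 9, and without Selenbp1-KO replicate 2 it was 9. The slide side as a block sets the Selenbp1-KO arrays against WT replicate 4 alone, so no count is given for it. Of the 30 genes, 15 were read by several probes.

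**Figure D3:**
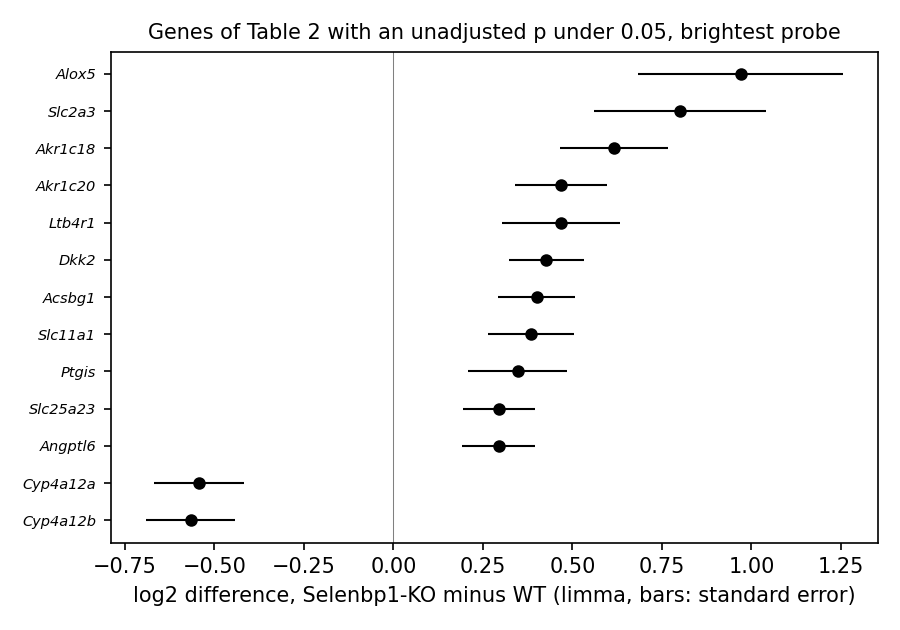
Log2 difference between Selenbp1-KO and WT kidneys for the brightest probe of 13 genes of Table 2 with an unadjusted p under 0.05, with its standard error from limma. The differences run from −0.57 for Cyp4a12b to 0.97 for Alox5. Fabp6 is left out, because it was not well above background on any WT array and only a bound can be given, a ratio of at least 1.32.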

**Figure 4:**
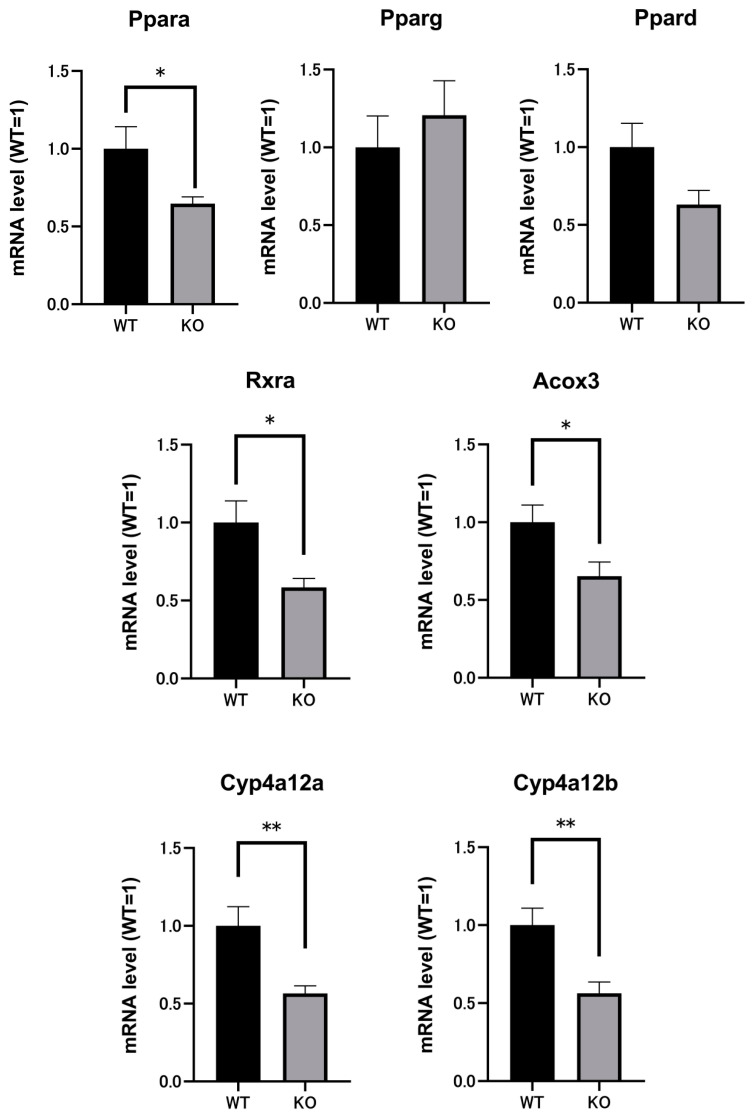
Effect of Selenbp1 ablation on the renal expression of lipid metabolism-related enzymes. The kidneys were collected from 8-week-old male mice fasted for 20 h. The relative mRNA levels of the indicated enzymes were analyzed by real-time RT-PCR and normalized to β-actin mRNA. Each bar represents the mean ± standard error of the mean (SEM) of six mice. β-Actin was used as an internal control. * *p* < 0.05, ** *p* < 0.01. Selenbp1, selenium-binding protein 1; RT-PCR, reverse transcription-polymerase chain reaction.

**Figure 5:**
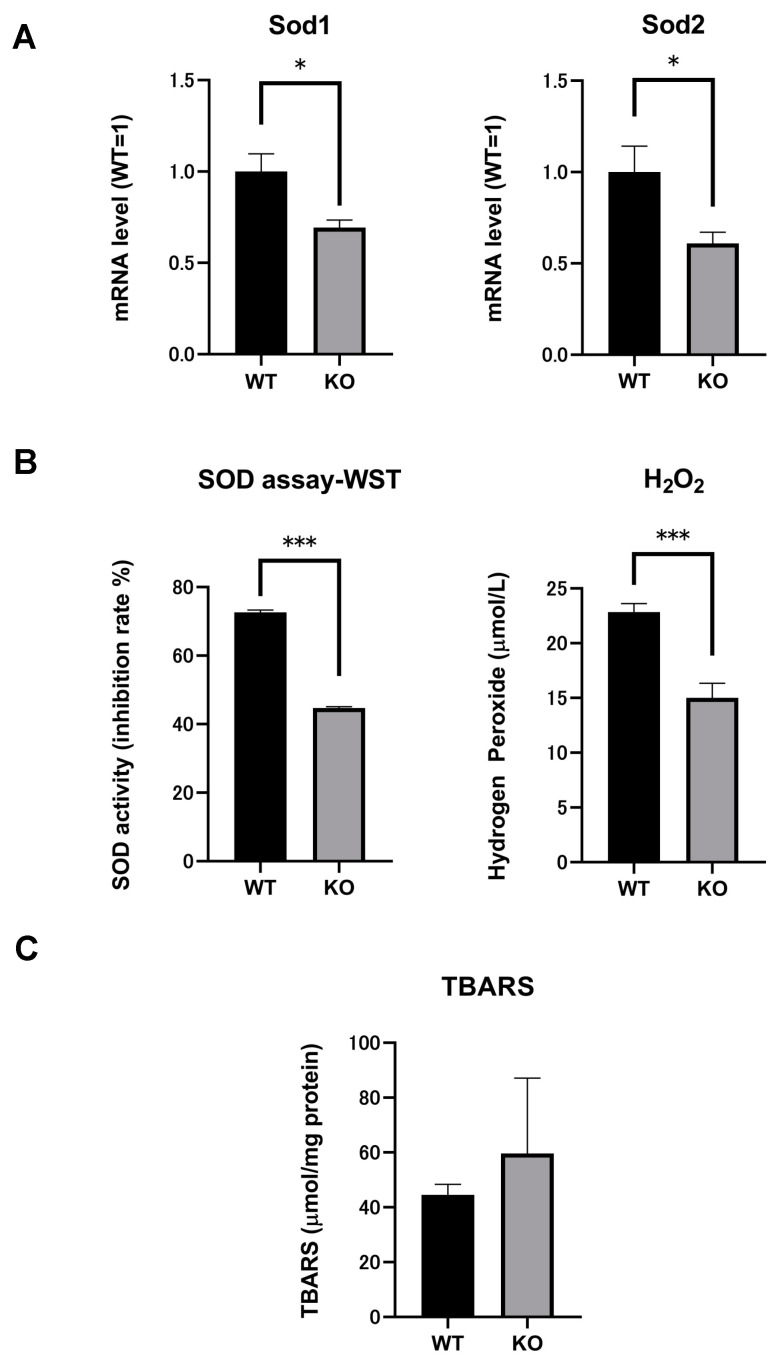
Effects of Selenbp1 on the renal redox reaction. (**A**). Effect of Selenbp1 ablation on the renal expression of oxidative stress-related enzymes. (**B**). SOD activity and hydrogen peroxide concentrations in mice kidneys. SOD activity was determined by a WST1 assay. Hydrogen peroxide concentration was determined by a quantitative peroxide assay. The kidneys were isolated from 8-week-old male mice who were fasted for 20 h. Each bar represents the mean ± standard error of the mean (SEM) of five mice. * *p* < 0.05; *** *p* < 0.001. (**C**). TBARS used as the index of renal lipid peroxidation in Selenbp1-deficient mice. Each bar represents the mean ± SEM of 10 mice. Selenbp1, selenium binding protein 1; SOD, superoxide dismutase; TBARS, thiobarbituric acid reactive substance.

**Figure 6:**
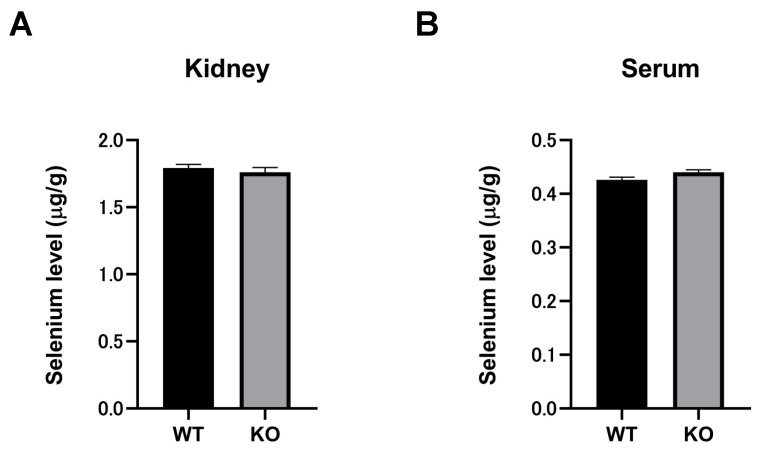
Serum and kidney levels of selenium (µg/g) in wild-type and Selenbp1-KO mice by Agilent Technologies ICP-MS 7700× detection. Each bar represents the mean ± standard error of the mean (SEM) of three mice performed in triplicate: (**A**) kidney; (**B**) serum. Details are described in the Materials and Methods section. Selenbp1, selenium binding protein 1; ICP-MS, inductively coupled plasma mass spectrometry.

**Table 1:** Suggested components related to lipid metabolism and altered levels in the kidneys of male Selenbp1-KO mice by metabolomics analysis.

Sample	Metabolic Pathways	Retention Time (min)	m/z	Metabolite	X-Fold	*p*-Value
Selenbp1-KO/Wild-type	Steroid metabolism	1.56 1.42	347.1458 345.1872	19-Noraldosterone 11-Dehydrocorticosterone	3.6 12.4	0.0115 0.0073
	Prostaglandin and leukotriene metabolism	6.89 1.04	335.1496 355.1588	Prostaglandin J2 11-Epi-prostaglandin F2α	3.7 4.6	0.0161 0.0056
	Fatty acid biosynthesis	1.43 1.05	331.2071 303.0772	Docosapentaenoic acid 3-Hydroxycapric acid	1.7 1.8	0.0139 0.0335
	Fatty acid ester biosynthesis	1.71	435.3324	Butyl oleate sulfate	24.0	0.0498
	Ubiquinone biosynthesis	2.01	451.3326	Vitamin K1	5.0	0.0156
Wild-type /Selenbp1 -KO	Sex hormone metabolism	1.33	289.1626	4-Hydroxyestradiol	4.0	0.0269
	Prostaglandin and leukotriene metabolism	1.41 1.63	367.1941 353.181	20-Carboxy-leukotriene B4 20-Dihydroxy-leukotriene B4	16.9 4.4	0.0128 0.0165
	Steroid lipid	1.07	585.3781	Cholic acid glucuronide	4.0	0.0042

**Table 2:** Suggested genes related to lipid metabolism and significantly altered following ablation of Selenbp1 by DNA microarray analysis.

	Name	Gene ID	Comparison Ratio	*p*-Value
1	Rxrα (retinoid X receptor alpha)	20181	0.873	0.0261
2	Acox3 (acyl-coenzyme A oxidase 3)	80911	0.688	0.0017
3	Cyp4a12a (cytochrome P450, family 4)	277753	0.684	0.0042
4	Cyp4a12b (cytochrome P450, family 4)	13118	0.672	0.0029
5	Pparα (peroxisome proliferator-activated receptor alpha)	19013	0.792	0.0297
6	Cpt1a (carnitine palmitoyl transferase 1a)	12894	0.834	0.0194
7	Cyp2e1 (cytochrome P450, family 2, subfamily e, polypeptide 1)	13106	0.883	0.0488
8	Cyp2a4 (cytochrome P450, family 2, subfamily a, polypeptide 4)	13086	0.741	0.0110
9	Cyp2a5 (cytochrome P450, family 2, subfamily a, polypeptide 5)	13087	0.736	0.0078
10	Slc51a (solute carrier family 51, alpha subunit)	106407	0.864	0.0290
11	Fads2 (fatty acid desaturase 2)	56473	0.518	0.0037
12	Dkk2 (dickkopf homolog 2)	56811	1.337	0.0048
13	Bpifa1 (BPI fold containing family A member 1)	18843	1.190	0.0453
14	Fabp6 (fatty acid-binding protein 6)	16204	2.236	0.0420
15	Lpcat2 (lysophosphatidylcholine acyltransferase 2)	270084	1.240	0.0423
16	Alox5 (arachidonate 5-lipoxygenase)	11689	1.949	0.0194
17	Ltb4r1 (leukotriene B4 receptor1)	16995	1.372	0.0287
18	Ptgis (prostaglandin I2 synthase)	19223	1.359	0.0374
19	Ptges3l (prostaglandin E synthase 3-like)	56351	1.267	0.0209
20	Akr1c6 (aldo-keto reductase family 1 member C6)	83702	1.746	0.0442
21	Akr1c14 (aldo-keto-reductase family 1 member C14)	105387	1.144	0.0460
22	Akr1c18 (aldo-keto-reductase family 1 member C18)	105349	1.520	0.0057
23	Akr1c 20 (aldo-keto-reductase family 1 member C20)	116852	1.367	0.0115
24	Slc25a23 (solute carrier family 25, member 23)	66972	1.221	0.0184
25	Slc25a19 (solute carrier family 25, member 19)	67283	1.182	0.0316
26	Slc2a3 (solute carrier family, member 3)	20527	1.723	0.0167
27	Slc11a1(solute carrier family 11, member 1)	18173	1.295	0.0058
28	Pltp (phospholipid transfer protein)	18830	1.534	0.0452
29	Acsbg1 (acyl-CoA synthetase bubblegum family member 1)	94180	1.302	0.0073
30	Angptl6 (angiopoietin-like 6)	70726	1.221	0.0157

## Data Availability

The microarray datasets were submitted to the Gene Expression Omnibus (GEO) database (accession number: GSE169517; www.ncbi.nlm.nih.gov/geo/, 24 March 2021, provided in the public domain by NCBI).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22105334/s1. Table S1: Primer sequences used for the PCR amplification of mRNAs. Figure S1: Effect of Selenbp1 ablation on renal expression involved in the arachidonic acid (AA) metabolism-related cyclooxygenase (COX) and lipoxygenase (LOX) enzymes.

# Supplementary material for: Ablation of Selenbp1 Alters Lipid Metabolism via the Pparα Pathway in Mouse Kidney
**Source:** Int J Mol Sci. 2021 May 19;22(10):5334. doi: 10.3390/ijms22105334
**Supplement:** Supplementary file 1

## **Ablation of Selenbp1 alters lipid metabolism via the Ppar $\alpha$ pathway in mouse kidney**

Yingxia Song<sup>1,2</sup>, Atsushi Kurose<sup>1,2</sup>, Renshi Li<sup>1</sup>, Tomoki Takeda<sup>1</sup>, Yuko Onomura<sup>1</sup>,  
Takayuki Koga<sup>3</sup>, Junpei Mutoh<sup>4</sup>, Takumi Ishida<sup>5</sup>, Yoshitaka Tanaka<sup>2</sup> and Yuji Ishii<sup>1,2,\*</sup>

cho, Minami-ku, Fukuoka 815-8511, Japan

**Supplementary Table S1**

Primer sequences used for the PCR amplification of mRNAs

| Target mRNA<br>(Genebank Accession) | Primer sequence                                                                | Product<br>size |
|-------------------------------------|--------------------------------------------------------------------------------|-----------------|
| Selenbp1<br>(NM_009150)             | Forward: 5'-CTGATACTGCCTGGTCTCA-3'<br>Reverse: 5'-AGTGGCTGGTGTGCAAAC-3'        | 142 bp          |
| Selenbp2<br>(NM_019414)             | Forward: 5'-CTGATACTGCCTGGTCTCA-3'<br>Reverse: 5'-AGTGGCTGGTGTGCGTAT-3'        | 142 bp          |
| Ppara<br>(NM_011144)                | Forward: 5'-CATCACAGACACCCTCTCTC-3'<br>Reverse: 5'-AAGCCCTTACAGCCTTCAC-3'      | 174 bp          |
| Pparg<br>(NM_011146)                | Forward: 5'-AGACCACTCGCATTCCTTTGAC-3'<br>Reverse: 5'-TTTATCCCCACAGACTCGGCAC-3' | 274 bp          |
| Ppard<br>(NM_011145)                | Forward: 5'-AACACACGTTTCCTTCCAG-3'<br>Reverse: 5'-GATCGCACTTCTCATACTCG-3'      | 237 bp          |
| Rxra<br>(NM_011305)                 | Forward: 5'-CTCCTTCACCAAGCACATC-3'<br>Reverse: 5'-GTCTTTGCGTACTGTCCTC-3'       | 115 bp          |
| Cyp4a12a:<br>(NM_177406)            | Forward: 5'-GACTTCTATCACCTGGAATGAC-3'<br>Reverse: 5'-AGCTCTCTGCTCACACTTG-3'    | 105 bp          |
| Cyp4a12b<br>(NM_172306)             | Forward: 5'-TACTCAGCAGTTCCCATCC-3'<br>Reverse: 5'-TCTCCCCAGAATCAGCTTC-3'       | 187 bp          |
| Acox3<br>(NM_030721)                | Forward: 5'-GGACAGGACTGGGAATATCAC-3'<br>Reverse: 5'-CAGACATGCTGATGATGGAG-3'    | 125 bp          |
| Sod1<br>(NM_011434)                 | Forward: 5'-ATGGGTTCACGTCCATCAG-3'<br>Reverse: 5'-GTCTCCAACATGCCTCTCTTC-3'     | 122 bp          |
| Sod2<br>(NM_013671)                 | Forward: 5'-ACAACCTCAGGTCGCTCTTC-3'<br>Reverse: 5'-ATAGCCTCCAGCAACTCTC-3'      | 128 bp          |
| $\beta$ -actin<br>(NM_007393)       | Forward: 5'-GATTACTGCTCTGGCTCCTA-3'<br>Reverse: 5'-TCCTGCTTGCTGATCCAC-3'       | 135 bp          |

## Supplementary Figure S1

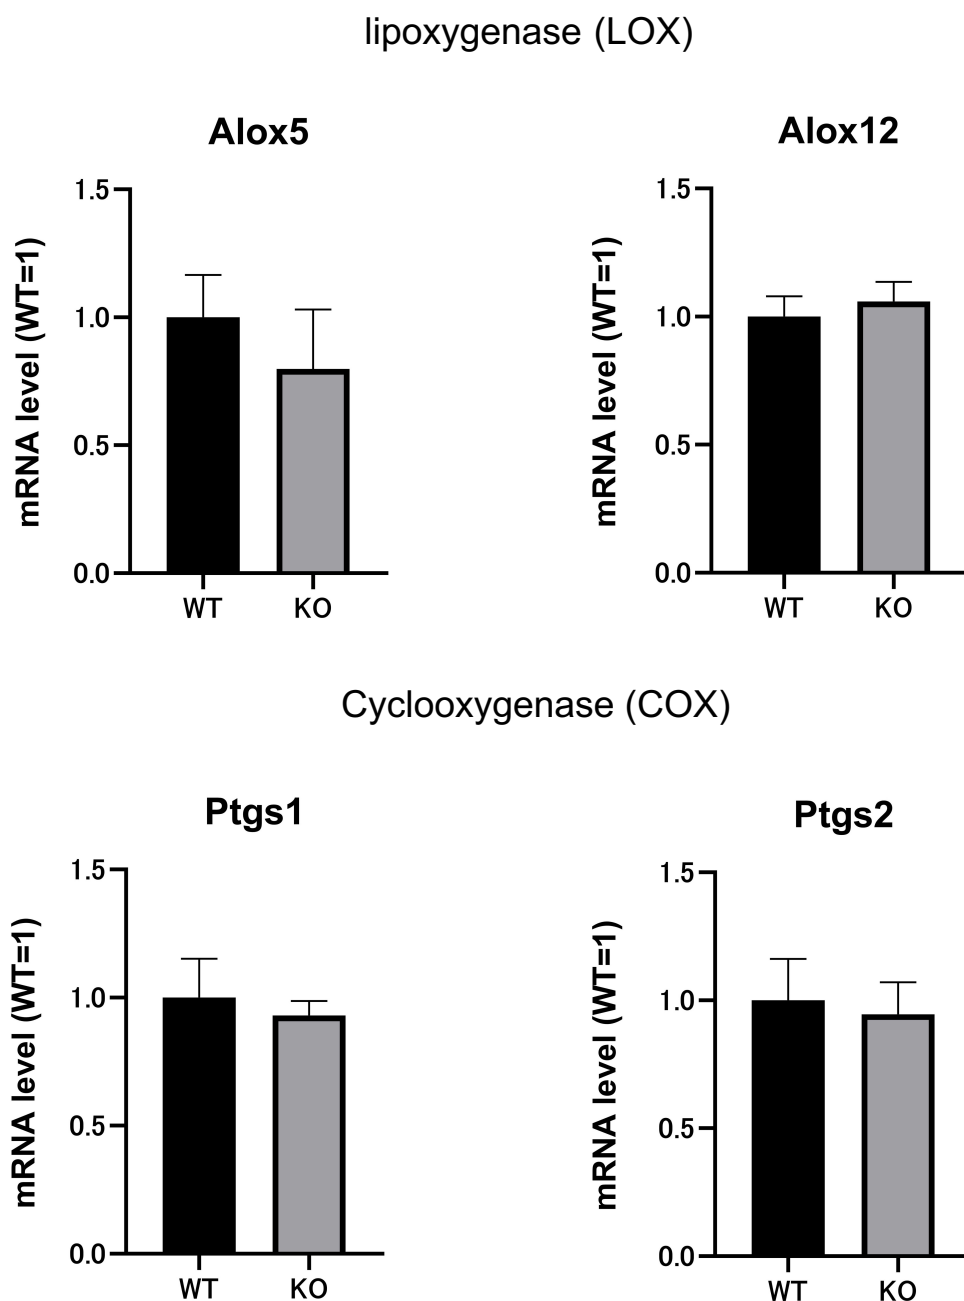

**Figure S1. Effect of Selenbp1 ablation on the renal expression involved in the arachidonic acid metabolism related cyclooxygenase (COX) and lipxygenase (LOX) enzymes.**

The kidneys were collected from 8-week old male mice which treated with 20 h fasting. The relative levels of mRNAs indicated were analysis by real-time RT-PCR and normalized by  $\beta$ -actin mRNA. Each bar represents the mean  $\pm$  S.E.M. of 6 mice.  $\beta$ -actin was used as an internal control. Abbreviations used: Alox, arachidonate lipxygenase; Ptgs, prostaglandin-endoperoxide synthase.

How the deposited data were processed for this re-analysis (not part of the article)

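RNA of the kidneys of 3 WT and 3 Selenbp1-KO male mice, 8 weeks old and fasted for 20 h, was measured on 6 one-color Agilent arrays. The authors scanned the arrays with Feature Extraction and deposited its output for each array. The intensities used here are linear, background-subtracted and detrended within the array, with a surrogate value where a spot is not above background, and are not normalized between arrays. Each spot also has a p-value of the test against its background, computed by the software before the authors deposited the files, and flags for outliers, saturation, and signal well above background. The authors also deposited a table of 1 linear intensity per probe. Its 6 columns have the same quartiles and rank the probes as the scanner output of the same array does, so they are quantile normalized values of the same intensities. The software that made this table is not stated.

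Each array has 62976 spots, of which 59305 are not controls and belong to 56605 probes. The log2 of the processed signal was taken minus the log2 of the array's 75th percentile over the non-control spots. Spots flagged as non-uniform or as population outliers were left out, from 0 to 5 and from 41 to 71 on an array, and spots of 1 probe were averaged. Probes with a detection p under 0.05 on at least 1 of the 6 arrays were tested, as in the methods, which left 56097. WT and Selenbp1-KO arrays were compared with limma (version 3.58.1, lmFit and eBayes, two-sided) in R (version 4.3.3). The threshold was an unadjusted p under 0.05, as in the methods, and Benjamini–Hochberg adjusted values are given beside it. Gene names come from the accessions in the files, matched without versions to a RefSeq table of assembly GRCm38.p6, which named 32994 probes, 1535 of them by another name than the file's. The other probes keep the file's name. Coordinates are those of the files, on mm9. A gene is represented by the probe with the highest mean over the 6 arrays, chosen without regard to genotype. A probe not well above background on any array of 1 genotype has only a bound: the mean of the brighter group against, for each array of the dimmer group, the higher of the lowest signal among probes well above background and the probe's own. Signal over background limits what can be read from such probes.

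Sets of genes were tested with limma's camera (correlation preset to 0.01) on the gene level, with fry and with camera at an estimated correlation beside it. The 55 genes that Ppara activates were tested alone. The other 14 lists were adjusted together: adrenal cortex, adrenal medulla, fat tissue, macrophages, neutrophils, red blood cells, clock output genes, clock opposite phase genes, immediate early genes, male-biased and female-biased kidney genes, proximal tubule, distal nephron and collecting duct, and glomerulus. Lists of 2 further sources, connective tissue fibroblasts and mesothelium, were written after the data were seen. Genes within 10 Mb of Selenbp1 were compared with genes elsewhere by Fisher's exact test. The counts were recomputed for each of the 10 splits of the 6 arrays into 3 and 3.

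The genes named in the text are those the paper names, the members of these lists, and the 10 genes with the largest absolute log2 difference among those with an adjusted p under 0.05 or, where fewer than 10 pass, an unadjusted p under 0.05, whose probe is well above background on every array of at least 1 genotype and whose groups do not overlap. At an adjusted p under 0.05, 2 genes met this rule, and 1209 did at an unadjusted p.

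The alternatives set before the data were examined were normexp background correction (offset 50), quantile normalization, scaling by the median of each array, the authors' quantile normalized values, a filter on probes well above background on every array of at least 1 genotype, no filter, flagged spots kept, limma with trend and robust options (statmod version 1.5.0), the methods' t-test, the slide side as a block, the replicate number as a block, leaving out each array in turn, the mean of all probes of a gene, and a log2 difference of at least 0.5. Detection only above the background was added after seeing the data. The comparison was tested on simulated data with 200 changed probes in 20 runs. No sample was left out. Controls of the array were not used, and the RT-PCR, metabolite, and enzyme measurements of the study were not analysed here.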

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

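The tests of position on the slide, of blood, of connective tissue, and of dim probes reported in this part were chosen after the results were seen; those of time of day, handling time, and immune cells were chosen before. The clock output, macrophage, red blood cell, and immediate early genes are lists of genes the paper does not discuss, and in each of them the set test called a difference between Selenbp1-KO and WT kidneys (camera with the preset correlation, adjusted over 14 lists). None of these calls holds under fry, where the lowest adjusted p of the 14 lists was 0.0866, and with the correlation estimated from the arrays the unadjusted p was under 0.05 for the clock output genes alone. Since slide side 1 holds WT arrays only, the fit with the slide side as a block compares the Selenbp1-KO arrays with WT replicate 4 alone, and 1 array does not decide whether position on the slide is the cause. A direct effect of the knockout on these genes is the biological explanation the design offers, and it was not tested.

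The 12 clock output genes were all lower in Selenbp1-KO kidneys, with a median log2 difference of −0.22 (camera, adjusted p = 1.31e-07; fry, adjusted p = 0.0931). Dbp differed by −0.26 and Per2 by −0.39. No gene of the list had an unadjusted p under 0.05, and none passed when adjusted over the list alone. With quantile normalization 5 genes had one and 5 passed over the list, with the authors' quantile normalized values 5 and 2, and with the slide side as a block 5 and 0. With that block the median was −0.29, and position on the slide cannot be told apart from genotype, because the value rests on 1 WT array. WT replicate 4, which shares its slide side with the Selenbp1-KO arrays, was farther above them (median 0.29) than WT replicates 2 (0.15) and 3 (0.17). A difference in time of day between dissections would also move the 5 genes of the opposite phase. Their median was 0.053, with 4 higher and 1 lower; it was 0.97 with the slide side as a block and lay between −0.03 and 0.38 without each array in turn. Only 3 of the 5 were well above background on all arrays, so time of day cannot be told apart from an effect of the genotype.

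Of the 20 macrophage genes, 18 were higher in Selenbp1-KO kidneys, with a median of 0.39 (camera, adjusted p = 0.000526; fry, adjusted p = 0.0866). An unadjusted p under 0.05 was reached by 10 genes, 7 passed when adjusted over the list alone and 0 over all genes. The 0 over all genes became 3 with limma's trend and robust options and 7 without WT replicate 4. The 7 over the list became 3, 0, and 11 without WT replicates 2, 3, and 4, and 0, 2, and 7 without Selenbp1-KO replicates 1, 2, and 3. They became 10 with normexp background, 9 with quantile normalization, 9 with the filter on probes well above background, and 10 with the trend and robust options. They became 2 with the slide side as a block, 1 with the methods' t-test, and 0 with the replicate number as a block, where camera's adjusted p was 0.0528. Csf1r, the brightest, differed by 0.17, Lyz2 by 0.74, and Ctss by 0.31, while Ptprc (−0.16) and Itgam (−0.10) were lower at their brightest probes. Of 7 Ptprc probes, 5 were higher and 2 lower, and of 2 Itgam probes 1 was higher. With the mean of all probes of a gene, all 20 genes were higher. The kidney expresses 18 of the 20 well above background on all arrays. With the slide side as a block the median was 0.33, which is the distance of WT replicate 4 from the Selenbp1-KO arrays, so position on the slide cannot be told apart from genotype with this 1 array. Alox5, Ltb4r1, Slc11a1, Lpcat2, and Slc2a3 of Table 2 are also expressed by immune cells. More immune cells in the Selenbp1-KO kidneys would raise neutrophil genes too, whose median was 0.11 (8 of 12 higher), −0.09 with quantile normalization, 0.34 among the 6 genes kept by the filter on probes well above background (4 higher, 1 passing over the list), and 0.29 without Selenbp1-KO replicate 3. Since 5 of the 12 are well above background on all arrays, this leaves the explanation open. More connective tissue of the kidney's surface or hilum may contribute. A list of 21 genes of connective tissue fibroblasts had a median of 0.40, with 20 higher (camera, adjusted p = 1.39e-05, and fry, adjusted p = 0.0125). It did not pass under camera with the correlation estimated from the arrays (unadjusted p = 0.105). The 9 genes of mesothelium had a median of 0.37 and did not pass (camera, adjusted p = 0.0969). They did with quantile normalization (0.0308) and without Selenbp1-KO replicate 3 (0.00124), among other alternatives. Of the 21, 19 were well above background on all arrays and so are also expressed in WT kidneys. The tissue taken and a change of cells within the kidney cannot be told apart, because the same genes would rise in both.

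The 9 red blood cell genes on the arrays were all higher in Selenbp1-KO kidneys, with a median of 0.58 (camera, adjusted p = 0.000438; fry, adjusted p = 0.0953). An unadjusted p under 0.05 was reached by 7 of them, and 7 passed when adjusted over the list alone. The latter 7 became 0 without WT replicate 3, 0 without Selenbp1-KO replicate 1, 1 without Selenbp1-KO replicate 2, and 0 with the slide side as a block. Hbb-b1 differed by 1.26 and Hbb-bt by 1.02, while the brightest, Hba-a1, rose from 8.21 to 8.76. With the slide side as a block the median was 0.57, and position on the slide cannot be told apart from genotype, because the value rests on 1 WT array. Camera's adjusted p was 0.101 without WT replicate 4 and 0.0518 with the replicate number as a block. More blood left in the Selenbp1-KO kidneys remains open. Neutrophil genes, which blood also carries, did not differ as a set (fry, adjusted p = 0.440), but most of them are dim, so the test does not decide.

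The 20 immediate early genes had a median of −0.04, with 13 lower and 7 higher (camera, adjusted p = 0.0258; fry, adjusted p = 0.937). No gene had an unadjusted p under 0.05. Camera compares the list with all other genes, and the dim probes among these lie higher in the Selenbp1-KO arrays after scaling. The call was also lost with quantile normalization (adjusted p = 0.653) and without WT replicate 2 (adjusted p = 0.671). Among probes well above background the adjusted p was 0.429, so the call is in line with a shift of dim probes by the scaling. A longer handling time before the tissue was preserved was tested by the same median of −0.0441, which moves to 0.048 with the slide side as a block, and it cannot be told apart from no difference because the members go both ways.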

How the results depend on the processing

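Detection only above the background was chosen after seeing the data; the other alternatives were chosen before. Selenbp1 fell by 2.92 to 3.03 on the log2 scale in all 19 alternatives in which genes were tested singly, and past its threshold in each, and Selenbp2 likewise. The count of the 15 genes of the RT-PCR panels with an unadjusted p under 0.05 was 5 and stayed between 5 and 7. Among the genes of the text tested singly, 42 had an unadjusted p under 0.05, and between 27 (slide side as a block) and 42 of them kept it in each alternative that tested all 42; none of them changed direction. The filter on probes well above background tested 38 of the 42 and kept 38.

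The count of altered probes was 4479. It was 14616 with the median of each array, 2841 with the filter on probes well above background, 7536 with limma's trend and robust options, and 2799 with a log2 difference of at least 0.5. The count of 3110 altered genes was 9928 with the median of each array, 2150 with the filter, 5113 with the trend and robust options, and 1803 with the threshold of size. With the filter and with the threshold of size, fewer probes could be called by construction; for the other alternatives the cause was not tested. Without each array in turn, the probes ranged from 2024 (WT replicate 2) to 17585 (WT replicate 4) and the genes from 1359 to 11965. Of the 4479 probes, 3740 were also called without WT replicate 4, 2140 with quantile normalization, and 981 with the slide side as a block. The share of altered probes that were higher was 81.1%, against 95.4% with normexp background, 93.6% with the median of each array, 53.8% with quantile normalization, 55.1% with the authors' quantile normalized values, 64.7% with the filter, 69.3% with the methods' t-test, and 37.3% with the slide side as a block. The median difference of all probes was 0.11, 0.17 with normexp background, and 0.00 with quantile normalization.

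After Benjamini–Hochberg adjustment, 2 probes passed. The count was 10 with quantile normalization, 10 with the authors' quantile normalized values, 183 with limma's trend and robust options, and 0 with the slide side as a block, where 3651 had an unadjusted p under 0.05; the cause was not tested. Without each array in turn it ranged from 0 (WT replicate 2 and Selenbp1-KO replicate 3) to 12522 (WT replicate 4). The methods' t-test called 3978 probes at its threshold and 2 after adjustment.

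The labels number the WT arrays 2, 3, and 4 and the Selenbp1-KO arrays 1, 2, and 3, and nothing states that equal numbers share a litter or a day. Over bright probes, deviations from the group mean correlated across probes by 0.171 for the arrays numbered 2 and 0.187 for those numbered 3. Pairs of different numbers reached 0.186, so the numbers do not pair the arrays, and probes are not independent replicates. With the replicate number as a block, 1 residual degree of freedom is left. Numbers 1 and 4 each occur in 1 genotype, so the genotype difference rests on WT and Selenbp1-KO replicates 2 and 3. In those arrays genotype and slide side coincide. With this block, 18430 probes and 12397 genes had an unadjusted p under 0.05 and 0 probes passed adjustment. Of the 14 lists, 2 passed their threshold, and the odds ratio was 0.765 for the neighbours of Selenbp1, past its threshold (Fisher's exact test, p = 0.00438); the cause was not tested.

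Of the 30 genes of Table 2, 14 had the direction of the study and an unadjusted p under 0.05. It was 24 with quantile normalization and 24 with the authors' quantile normalized values, and from 9 to 13 without each array; the cause was not tested. The median of the Ppara targets, −0.04, stayed below 0 in every alternative and past camera's threshold in all but the slide side as a block (−0.020); without each array it lay between −0.08 and −0.03. Of the other 14 lists, 4 passed, 7 with normexp background, and from 3 to 6 without each array. The median of the female-biased kidney genes went from −0.05 to 0.0024 with normexp background, where the set test called the list lower (adjusted p = 0.0195), to −0.15 with the slide side as a block, and to 0.16 without WT replicate 4. That of the immediate early genes was 0.048 with the slide side as a block and, without each array in turn, lay between −0.10 and 0.050 (WT replicate 2).

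The odds ratio for altered genes near Selenbp1 was 1.03 and not past its threshold. It was past it with the replicate number as a block (above) and, at 0.764, with the median of each array. It was 0.943 with the filter, 0.987 with no filter, 0.947 with the methods' t-test, 0.96 with the slide side as a block, and 0.996 with detection only above the background, none past it. Without each array it ranged from 0.785, past it (WT replicate 4), to 1.13; the cause was not tested.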

Differences from the paper's values

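The paper counts 1464 genes as increased, and 2643 were higher here. Of the alternatives set before the data were examined, those within a factor of 1.5 of the paper's value are quantile normalization (1964), the authors' quantile normalized values (2022), the filter on probes well above background (1536), the methods' t-test (2078), a log2 difference of at least 0.5 (1579), and leaving out WT replicate 3 (1169) or Selenbp1-KO replicate 1 (1842), 2 (1233), or 3 (2155). Normexp background, the median of each array, no filter, flagged spots kept, limma's trend and robust options, either block, leaving out WT replicate 2 or 4, and the mean of all probes of a gene are not.

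The paper counts 1225 genes as decreased, and 467 were lower here. Within a factor of 1.5 are quantile normalization (1448), the authors' quantile normalized values (1387), and the slide side as a block (1443). No other alternative set before the data were examined is. For the paper's total of 2689 genes, against 3110 here, the factor is under 1.5.

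For Fads2, Table 2 gives a ratio of 0.518 in the paper, and the brightest of its 5 probes gave 0.995. No alternative set before the data were examined brought the brightest probe, or the mean of all probes, within a factor of 1.5. The closest was the mean of all probes, with 0.841.

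The paper lists Ppara, Rxra, and Acox3 among the differentially expressed genes and also reports them as lower by RT-PCR. At the brightest probe, with differences of −0.31, −0.14, and −0.10, none had an unadjusted p under 0.05. Over the whole of Table 2, 14 of 30 genes did. Quantile normalization and the authors' quantile normalized values call 11 of the other 16, among them Ppara, Rxra, Cpt1a, Cyp2e1, Cyp2a4, Cyp2a5, Slc51a, Bpifa1, Lpcat2, and Akr1c14. Further alternatives call some of the 16. Normexp background calls Ppara, Cyp2a4, Cyp2a5, Slc51a, Akr1c6, and Pltp. The filter on probes well above background calls 9 of the 16, among them those 6, Cpt1a, and Bpifa1, and limma's trend and robust options call these 9 and also Ptges3l. The median of each array calls Cyp2a5, Akr1c6, and Pltp. The methods' t-test calls Rxra, Cpt1a, and Akr1c14. The slide side as a block calls Cyp2a4 and Cyp2a5, and the replicate number as a block calls Lpcat2, Akr1c6, and Pltp. The mean of all probes of a gene calls Akr1c6. Leaving out 1 array calls Cyp2a5 (WT replicate 2), Slc51a (WT replicate 3), Ptges3l and Pltp (WT replicate 4), Akr1c6 (Selenbp1-KO replicate 1), and Ppara and Bpifa1 (Selenbp1-KO replicate 3). No setting calls Acox3 or Fads2 at the brightest probe or by the mean of all probes. One other probe of each gene has an unadjusted p under 0.05. That of Acox3 differed by −0.53, and for that of Fads2, not well above background on any Selenbp1-KO array, only a bound can be given, at least 1.77-fold lower.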

Other observations

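The tests in this part chosen after the results were seen are those of dim probes, of small structured RNAs, of Selenbp2, and of the probes behind Table 2; the other tests were chosen before.

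The real split of the arrays gave 4479 altered probes. Among the 10 splits into 3 and 3, 2 gave as many, the real one included; the other set WT replicates 2 and 3 and Selenbp1-KO replicate 3 against the rest and gave 15056. That split keeps both arrays of slide side 1 together. The splits that join them with Selenbp1-KO replicate 1 or 2 do so too, and gave 2940 and 1695. For the count after adjustment, 1 of the 10, the real one, gave as many as 2 probes. With the filter on probes well above background, the split of WT replicates 2 and 4 and Selenbp1-KO replicate 2 against the rest gave 3255 altered probes, 136 of them after adjustment, where the real split gave 2841 and 2. With 10 splits chance cannot be excluded. Over bright probes WT replicate 4 lay nearer to the other WT arrays (0.337) than to the Selenbp1-KO arrays (0.372), and with the slide side as a block 3651 probes differed. Position on the slide cannot be told apart from genotype for the count as a whole, because slide side 2 holds only 1 WT array.

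Altered probes not well above background on any array were higher in Selenbp1-KO kidneys in 91.7% of cases. After scaling by the 75th percentile, such probes differed by a median of 0.38, and without scaling by 0.10, while probes well above background differed by 0.0033 after scaling and −0.27 without. The arrays of slide side 1 had the higher 75th percentiles, and dividing by them lowers probes that are at the background. This is consistent with a shift of dim probes by the scaling. Without WT replicate 4, when genotype and slide side coincide, 14936 of 24333 such probes were altered, 98.0% of them higher, against 2340 of the 28513 bright ones. With quantile normalization and without WT replicate 4, 5630 probes of all were altered. No biological explanation of this pattern was tested.

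The 10 genes with the largest differences were Selenbp1, Selenbp2, and 8 others: Slpi (3.21), Cd209f (2.92), Rprl1 (2.61), Rprl2 (2.60), Rnu3b1 (2.59), Rprl3 (2.49), Myoc (2.45), and Retnla (2.40). The 8 were all higher in Selenbp1-KO kidneys, each with an adjusted p of 0.266. Slpi was read by 3 probes, with differences from −0.09 to 3.21, and 1 of the 3 had an unadjusted p under 0.05. Cd209f and Myoc were well above background on 1 of the 3 WT arrays and Rprl1 on 2, and with normexp background these 3 differences were 1.07, 0.75, and 1.35. Rnu3b1 and the 3 Rprl genes are small structured RNAs. Of 24 such genes that were well above background on at least 3 arrays, 23 were higher, by a median of 1.33. WT replicate 4 was above WT replicates 2 and 3 by a median of 1.48 and below the Selenbp1-KO arrays by 0.47. Position on the slide cannot be told apart from genotype, because slide side 2 holds only 1 WT array.

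Selenbp2 differed by −3.22, as far as Selenbp1. Its probe may read Selenbp1 transcripts or Selenbp2 itself may be lower. The fall alone cannot separate these, because both predict it. The probe was about as bright as that of Selenbp1, at 7.13 against 7.04 in WT and 3.92 against 4.07 in Selenbp1-KO kidneys. The paper describes Selenbp2 as barely expressed in kidney, so this brightness goes with a probe that reads Selenbp1. It does not exclude a fall of Selenbp2 as well.

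Each ratio of Table 2 was set against the ratio of group means of the log2 of the authors' quantile normalized values. A probe of the gene gave the paper's ratio to 3 decimals for 29 of the 30 genes, the exception being Ptges3l (1.23, where the paper gives 1.267). Table 2 pairs Ptges3l with a gene ID that the reference annotation gives to Ptges3, so which gene this ratio describes is unclear. Of the 15 genes with several probes, the probe with the smallest p gave the paper's ratio for 13. For 7 genes the nearest probe was not the brightest one. This is consistent with the probe of smallest p having been taken for each gene.

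The Ppara targets outside Table 2 had a median of −0.0435, with the mean and the set test of the same sign. Reduced Ppara activity cannot be told apart from no difference, because the size is small, the call rests on the preset correlation, and no gene had an unadjusted p under 0.05 in the main setting. With quantile normalization 8 genes had one, and with the authors' quantile normalized values 5; none passed when adjusted over the list alone in either.

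Akr1c18, Fabp6, and Acsbg1 are also expressed in the adrenal gland. Cyp11b1, abundant in adrenal cortex, was well above background on 0 of the 6 arrays, which argues against adrenal tissue taken with the kidney. The 13 adrenal cortex genes had a median of 0.19 (camera, adjusted p = 0.474) and the 7 of the adrenal medulla 0.40 (adjusted p = 0.306). The 13 genes of fat tissue had a median of 0.74 and were all higher on average (adjusted p = 0.464). Without Selenbp1-KO replicate 3 the median was 1.38, with 8 genes passing over the list (adjusted p = 3.05e-05), without Selenbp1-KO replicate 2 it was 0.18 (adjusted p = 0.872), and with the slide side as a block 1.19 (adjusted p = 0.000163). The genes varied between mice of 1 genotype, with medians 0.94 above the Selenbp1-KO mean in replicate 2 and −1.16 in replicate 3. Fat tissue taken with some kidneys may add to single differences, and its share cannot be told apart from the genotype with 3 mice each.

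The 15 male-biased kidney genes had a median of 0.19, with 13 higher (adjusted p = 0.474), and the 11 female-biased ones −0.05 (adjusted p = 0.184). The set test called the latter lower with normexp background (adjusted p = 0.0195), with the slide side as a block (−0.15, 9 lower, adjusted p = 0.0197), and without WT replicate 2 (adjusted p = 0.0332), while without WT replicate 4 their median was 0.16. A lower androgen action would lower the male-biased genes. Because their median was −0.06 with the slide side as a block, this is left open for Cyp4a12a, Cyp4a12b, and Cyp2e1. The genes of the distal nephron and collecting duct had a median of 0.063 (adjusted p = 0.464; with normexp background the set test called them lower, adjusted p = 0.0283), those of the proximal tubule −0.02 (adjusted p = 0.183), and those of the glomerulus 0.01 (adjusted p = 0.510). The proximal tubule genes passed as lower with normexp background (−0.05, 10 of 14 lower, adjusted p = 0.000513), quantile normalization (−0.11, 13 lower, adjusted p = 0.000733), the authors' quantile normalized values (−0.07, adjusted p = 0.0355), the slide side as a block (−0.12, 14 lower, adjusted p = 0.0025), without WT replicate 2 (adjusted p = 0.0312), and without Selenbp1-KO replicate 3 (adjusted p = 0.0441). Without WT replicate 4, 10 of the 14 were higher (adjusted p = 0.606). A different share of nephron segments cannot be told apart from none, because the direction and the call change with the setting and with single arrays. With 3029 altered genes elsewhere, the 559 genes near Selenbp1 could not make up most calls at any odds ratio. The odds ratio of 1.03 shows no excess of calls near Selenbp1. It does not exclude an effect of DNA of another strain on single genes there.

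For genes that the paper measured by RT-PCR, the arrays gave log2 differences of 0.15 for Sod1, −0.07 for Sod2, 0.41 for Pparg, 0.04 for Ppard, 0.01 for Alox12, and −0.03 for Ptgs1, none with an unadjusted p under 0.05, although Sod1 had one in 2 of 19 alternatives. The paper reports Sod1 and Sod2 as lower in Selenbp1-KO kidneys by RT-PCR. It also concludes that Alox was unaffected, whereas Alox5 differed by 0.97 on the arrays, with an unadjusted p under 0.05. The differences of Ppard, Sod2, Alox12, and Ptgs1 change sign in some alternatives, including that of Alox12 with quantile normalization (−0.0072), and so does that of Sod1 with the mean of all its probes (−0.05). Ptgs2 was not well above background on any array.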
